# Transgenerational Transcriptomic and DNA Methylome Profiling of Mouse Fetal Testicular Germline and Somatic Cells after Exposure of Pregnant Mothers to Tributyltin, a Potent Obesogen

**DOI:** 10.3390/metabo12020095

**Published:** 2022-01-20

**Authors:** Keiko Shioda, Junko Odajima, Bruce Blumberg, Toshi Shioda

**Keywords:** transgenerational, obesity, obesogen, diet-induced obesity, tributyltin, RNA-seq, MBD-seq, primordial germ cells

## Abstract

Obesogens such as tributyltin (TBT) are xenobiotic compounds that promote obesity, in part by distorting the normal balance of lipid metabolism. The obesogenic effects of TBT can be observed in directly exposed (F1 and F2 generations) and also subsequent generations (F3 and beyond) that were never exposed. To address the effects of TBT exposure on germ cells, we exposed pregnant transgenic OG2 mouse dams (F0), which specifically express EGFP in germline cells, to an environmentally relevant dose of TBT or DMSO throughout gestation through drinking water. When fed with a high-fat diet, F3 male offspring of TBT-exposed F0 dams (TBT-F3) accumulated much more body fat than did DMSO-F3 males. TBT-F3 males also lost more body fluid and lean compositions than did DMSO-F3 males. Expression of genes involved in transcriptional regulation or mesenchymal differentiation was up-regulated in somatic cells of TBT-F1 (but not TBT-F3) E18.5 fetal testes, and promoter-associated CpG islands were hyper-methylated in TBT-F1 somatic cells. Global mRNA expression of protein-coding genes in F1 or F3 fetal testicular cells was unaffected by F0 exposure to TBT; however, expression of a subset of endogenous retroviruses was significantly affected in F1 and F3. We infer that TBT may directly target testicular somatic cells in F1 testes to irreversibly affect epigenetic suppression of endogenous retroviruses in both germline and somatic cells.

## 1. Introduction

Perinatal exposure to a subset of endocrine-disrupting chemicals (EDCs) distorts the normal balance of lipid metabolism to promote obesity later in life [1]. Such EDCs are collectively referred to as *obesogens* [1,2,3]. Studies using laboratory rodent models revealed that the metabolic disorders caused by obesogens can be transmitted to generations that have never been directly exposed to the chemicals [3]. When a pregnant rodent dam is exposed to a xenobiotic chemical, the F1 fetuses are exposed in utero. Importantly, germline cells already developing in the gonads of F1 fetuses are also directly exposed to the chemical. Thus, health impact phenotypes observed with the F1 and F2 generations may be attributed to the direct exposure. However, when animals of the F3 generations or beyond show phenotypes, the effects of chemical exposure are considered inherited. The phenotypes observed with offspring that were exposed to toxicants are commonly mentioned as *multigenerational* whereas effects observed with generations never exposed to chemicals are *transgenerational* [4].

The mechanisms underlying transgenerational inheritance of EDC effects in mammals is still a debatable subject [3]. Our preceding studies established a mouse model suitable for mechanistic investigations of the transgenerational obesogenic effects of tributyltin (TBT). TBT is a representative obesogen and a potent EDC that activates the nuclear hormone receptors RXR and PPARγ that act as a heterodimer to regulate adipocyte differentiation [2,3,5,6,7,8]. When pregnant C57BL/6 female mice (F0 generation) were exposed to an environmentally relevant, low dose of TBT via drinking water throughout pregnancy [6,9] or throughout pregnancy and lactation [5], F3 and F4 male offspring were more susceptible to diet-induced obesity than control animals whose F0 ancestor dams were gestationally exposed to DMSO vehicle [5,6,9]. The transgenerationally transmitted propensity for diet-induced obesity was observed only with F3/F4 male offspring with no significant effects on females of the same generations [5,6,9]. DNA methylome profiling provided evidence of altered chromatin organization in sperm and white adipose tissues that appeared to be caused by the ancestral exposure to TBT [5,7]. Integrated analyses of gDNA methylation and transcriptomes supported the hypothesis that environmental stressors like TBT can cause a self-propagating disruption of chromatin organization and that such disruptions are reconstructed in subsequent generations [7].

To obtain further insight into the epigenetic basis of the transgenerationally transmittable predisposition to diet-induced obesity after gestational exposure to TBT, our current study employed the OG2 transgenic mouse line in which prenatal germline cells specifically express EGFP, allowing efficient separation of germline cells and somatic cells in total testicular cell population. We first demonstrated the reproducibility of the transgenerational obesity created after gestational exposure of F0 dams to TBT and then present evidence that the testicular somatic cells of the F1 fetuses are significantly affected by the F0 exposure to TBT but not those of the F3 fetuses. Expression of mRNAs from protein-coding genes in fetal testicular germline cells was not significantly affected in the F1 or F3 generation. However, expression of a subset of mouse endogenous retroviruses (mERVs) that are normally suppressed in fetal testicular germline cells by epigenetic mechanisms involving the MORC1 chromatin suppression gene showed persistent expression after the gestational exposure of F0 dams to TBT. These results suggested that exposure to TBT disrupts the integrity of heterochromatin structures that normally suppress expression of transposons in the healthy germline genome. Moreover, such aberrations may not be immediately repaired in the subsequent generations, potentially contributing to the transgenerationally transmittable predisposition to diet-induced obesity.

## 2. Results

**Transgenerational diet-induced obesity initiated by in utero exposure of mice to TBT.** We previously reported that in utero exposure of C57BL/6J mice to an environmentally relevant dose of TBT initiated transgenerationally inherited predisposition to diet-induced central obesity [5,6,7,9]. To obtain mechanistic insights into this phenomenon, in the current study, we repeated the animal exposure experiment using the OG2 transgenic mice, which express EGFP specifically in primordial germ cells and prenatal germline precursor cells driven by the *Pou5f1*/Oct4 promoter and distal enhancer [10].

Breeding, exposure, and sample collection scheme are shown in Figure 1. Female OG2 mice (F0 mothers) were exposed to TBT through drinking water from one week prior to mating and throughout pregnancy and lactation until pups were weaned three weeks after birth. Following our previously published mating scheme [5,6], F1 pups of the TBT-exposure F0 mothers were mated to obtain TBT-F2 animals. In this breeding, siblings were not mated, and a male was mated with not more than one female belonging to each litter. F1 pups of the control, DMSO-exposed F0 mothers were mated separately to obtain DMSO-F2 animals. F3 animals were obtained by similarly breeding F2 mice. Fetal testes were collected from F1 and F3 males at E18.5 dpc to separate the EGFP-positive germline cells and EGFP-negative somatic cells by FACS. F3 animals were fed with a standard chow (STD; 14% calories derived from fat) until 19-weeks-old and then challenged with a high-fat diet (HF; 21.6% calories derived from fat) for 6 weeks. Energies of the standard and HF chows were comparable—namely, 3.20 and 3.45 kcal/g respectively. Total body weight and body compositions of F3 animals were determined before and after the HF diet challenge.

Exposure of F0 mothers to TBT did not affect fecundity or sex ratio of animals in the F1, F2, or F3 generations. We did not observe apparent deterioration of health for any animals throughout the experiment. Total body weight of the F3 animals (both males and females) whose F0 mother was exposed to TBT (TBT-F3) or DMSO (DMSO-F3) did not show significant difference at the end of the STD diet feeding or after the subsequent 6week HF diet challenge (Figure 2a), reproducing our previous observations [5,6]. Body composition analysis was performed using the non-invasive, Time Domain (TD) NMR technology [11] to determine percent body fat (Figure 2b), fluid (Figure 2d), and lean (Figure 2f). We observed significant increase in fat of the TBT-F3 males compared to the DMSO-F3 males only after the HF diet challenge (Figure 2b). Fat of TBT-F3 males and DMSO-F3 males did not differ when fed with the STD diet (Figure 2b). TBT-F3 females and DMSO-F3 females had equal amounts of fat, and the HF diet challenge did not cause a significant difference (Figure 2b). On the other hand, compositions of body fluid and lean in TBT-F3 males was significantly smaller than those in DMSO-F3 males only after the HF diet challenge (Figure 2d,f). Again, fluid or lean of TBT-F3 males did not differ from those of DMSO-F3 males when fed with the STD diet (Figure 2d,f). Fluid or lean of TBT-F3 females and DMSO females are equal with no effect by the HF diet challenge.

Taking advantage of the non-invasive NMR determination of body compositions, we were able to compare body fat, fluid, and lean of the same animal immediately before and after the HF diet challenge. Figure 2c,e,g shows relative changes in body compositions for fat, fluid, and lean, respectively. For each animal, the value before the HF diet challenge was subtracted from the value after the challenge, and the difference was divided by the value before the challenge. Thus, when the body fat composition is 13% and 16% before and after the HF diet challenges, the *% Fat Change by HF* value is (16–13)/13 = 0.23 (i.e., 23%). The HF diet-induced increase in body fat composition of TBT-F3 males was greater than that of DMSO-F3 males (Figure 2c). In contrast, the HF diet-induced decrease in body lean composition of TBT-F3 males was greater than that of DMSO-F3 males (Figure 2g). Although not reaching the statistical significance (*p*-value cutoff = 0.05), body fluid composition showed a similar decrease as body lean (Figure 2e). Body compositions of TBT-F3 females and DMSO-F3 females did not show differences in their responses to the HF diet challenge (Figure 2c,e,g).

Thus, our present experiment performed using the OG2 mice largely reproduced our preceding studies [5,6], demonstrating that in utero exposure of mice to an environmentally relevant, low dose of TBT causes predisposition to HFD-inducible normal-weight obesity. The normal-weight obesity syndrome is a non-classical type of metabolic disorder of humans characterized with excess amounts of body fat while the body mass index is maintained within the normal range. This syndrome is linked to increased cardiovascular mortality and morbidity as a significant human health threat [12].

**Transcriptomic impact of F0 exposure to TBT on testicular cells of the offspring.** To obtain insights into possible transcriptomic alterations associated with the transgenerational transmission of the TBT-induced obesity predisposition, we isolated testicular germline and somatic cells from E18.5 F1 and F3 fetuses by FACS and evaluated the mRNA transcriptomes with RNA-seq. Total testicular cell population was divided into EGFP-positive germline cell populations (P4 and P5, together ~3%) and an EGFP-negative somatic cell population (P6, 94%) (Figure 3a,b). The EGFP-positive germline cells were separated further to nearly equal sizes of populations P4 and P5 by their difference in side scatter.

Unsupervised hierarchical clustering of RNA-seq data confirmed that both P4 and P5 populations represented germline cells as they commonly and strongly expressed germline marker genes Dazl, Ddx4, Dppa4, and Sall4 (Figure 3c,d2–4) [13]. The PIWI-like proteins PIWIL2, PIWIL4, and the tudor domain-containing proteins Tdrd1, Tdrd5, and Tdrd9, and MORC1 play a critical role in suppression of transposon expression in germline cells [14,15]. Testis-specific genes Tex101 and Tex19.1 are expressed specifically in the germline cells during spermatogenesis [16,17]. A small number of genes, including Hspa5, were differentially expressed between P4 and P5 populations (Figure 3c,d1). As Hspa5 is involved in sperm maturation in mice [18], we presume that P4 and P5 represent testicular germline cells in different stages of spermatogenesis, P4 being more advanced than P5. Because expression of the germline marker genes in P6 is very weak (Figure 3c,d), we presume that contamination of germline cells in the P6 population of somatic cells is too low to impact the transcriptomal analysis. Whereas this unsupervised analysis clearly separated P4, P5, and P6 populations, it did not separate testes derived from TBT- or DMSO-groups (Figure 3c), indicating that TBT exposure of F0 mothers did not significantly impact the global expression of protein-coding genes in the F1 and F3 germline cells or testicular somatic cells. Principal Component Analysis (PCA) of RNA-seq data (Figure S1a,b) also showed clear separation between the germline cells (P4 and P5 combined) and somatic cells (P6) whereas TBT- and DMSO-groups are intermingled.

Since we did not detect significant global transcriptomic effects of the gestational F0 mother exposure to TBT on testicular cells of the F1 or F3 male offspring, we attempted to identify individual genes differentially expressed between the TBT- and DMSO-offspring testes. Using false discovery rate (FDR) < 0.1 as a relatively inclusive cutoff criterion, we were able to identify up-regulated and down-regulated genes in the FACS-separated populations of testicular cells in E18.5 F1 and F3 fetuses although no differentially expressed gene (DEG) was identified for the P6 somatic cell population in the F3 male fetuses (Table S1). Numbers of these DEGs are shown in Figure 4a. Gene ontology (GO) analysis did not detect any statistically significant enrichment of biological pathways for these DEGs (up- and down-regulated genes combined for each cell population and generation) except that DEGs of the P6 somatic cell population of the F1 male fetal testes were significantly enriched with the Biological Pathways GO terms *DNA-templated transcription, positive regulation of RNA polymerase II-driven transcription, skeletal muscle differentiation, response to endoplasmic reticulum stress, fat cell differentiation,* and *apoptotic process* (Figure 4b). Agreeing with these Biological Pathway terms, these DEGs were enriched for Molecular Function GO terms Sequence-specific *DNA binding transcription factors*. These results suggest that the in utero exposure of F1 males to TBT affected testicular somatic cell expression of transcription factors that may be involved in mesenchymal lineage differentiation to muscles or adipocytes although such effects did not persist in the F3 testes.

**Effects of F0 exposure to TBT on expression of the endogenous retroviruses in fetal testicular cells of the offspring.** In animal cells, expression of RNA transcripts from endogenous retroviruses is suppressed transcriptionally by epigenetic mechanisms involving formation of heterochromatin as well as post-transcriptionally by mechanisms involving the piRNA. Expression of endogenous retrovirus RNA in germline cells is often affected by exposure to biologically active compounds such as endocrine disruptors as we previously reported [19]. 

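E18.5 testicular cells of the F1 and F3 male offspring of F0 dams exposed to 50 nM TBT or 0.1% DMSO were sorted by FACS into P4 and P5 germline cells and P6 somatic cells before RNA-seq. The DMSO and TBT groups held 5 and 7 F1 libraries of P4 cells, 4 and 7 of P5 cells, and 5 and 7 of P6 cells. In F3, each of the 3 populations was represented by 4 DMSO and 5 TBT libraries. The authors aligned the reads to the GRCm38 genome with STAR, counted them at the loci that RepeatMasker lists as LTR repeats, and scaled the counts by the trimmed mean of M values (TMM) method. The deposited values are CPM on this scale, 1 value per locus and library, for 970384 loci of 680 species, a species being the name RepeatMasker gives to a repeat. All values above 0 (100%) were whole multiples of the value of 1 read in their library, so that whole reads could be recovered. In F1 P4 cells, between 3890178 and 4775425 reads per DMSO library (median 4039066) and between 4279444 and 6304053 per TBT library (median 4420917) were counted at these loci. The F1 P5 libraries held 3935531 to 5761940 reads in the DMSO group (median 4645297) and 3835481 to 5639202 in the TBT group (median 5192291). The F1 P6 libraries held 3328166 to 3792180 (median 3534415) and 2824806 to 3830400 (median 3079646), respectively. Depth varied more widely among the F3 germline libraries, from 2755294 to 5476368 (median 4897190) in DMSO P4 cells and from 833449 to 7216887 (median 5502709) in TBT P4 cells. DMSO P5 libraries of F3 held 1606422 to 8161548 reads (median 3261340) and TBT P5 libraries 246520 to 6253807 (median 4130319). The F3 P6 libraries held 4104928 to 5032020 (median 4735824) in the DMSO group and 4815778 to 7760769 (median 5843123) in the TBT group. Against the GENCODE annotation, 64.5% of the loci lay outside genes, but these received between 1.35% (F3 P6) and 10.1% (F3 P5) of the reads of a population, while loci in introns received between 82.1% and 90.7%. The values were tested as log2(value + 1 unit) with limma, where 1 unit is the median over libraries of the smallest value above 0 (between 0.181 and 0.294 CPM), at loci with a mean of at least 5 units. Fold changes are on this scale, which understates the change of loci with few reads. P-values were adjusted by the Benjamini-Hochberg method over the loci tested in 1 population. The paper's text does not name how reads that align to several copies of a repeat were counted, so the assignment of reads to single loci of a multi-copy species is uncertain.

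**Figure D1:**
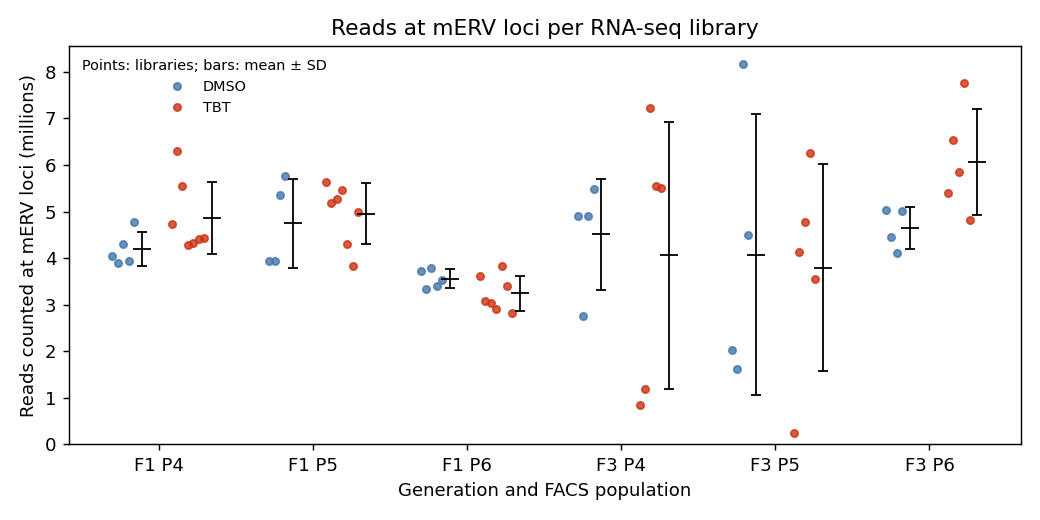
Reads counted at mERV loci in each RNA library for DMSO and TBT in the 6 populations; each point is 1 library and the bars show the mean and SD. The lowest libraries are TBT libraries of F3 germline cells, at 246520 in P5 and 833449 in P4.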

Using our RNA-seq data and the ERVmap pipeline [20] with modifications for its application to examine expression of mERVs, we identified mERVs whose RNAs were differentially expressed between TBT and DMSO testes of F1 or F3 testicular cells (Figure 5). 

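In F1 P5 cells, 13 of 122303 tested loci were higher in the TBT group with an FDR under 0.05 from limma, and 0 were lower. In F1 P6 cells, 3 of 88037 loci were higher and 0 lower. F3 P6 cells had 21 loci that were higher and 15 that were lower, of 104835 tested. No locus passed in F1 P4 cells (0 of 91621, with 6496 at an unadjusted p under 0.05), in F3 P4 cells (0 of 86412, with 1424) or in F3 P5 cells (0 of 105423, with 1066). The alternative that moved a count most was edgeR's generalized linear model likelihood ratio test on the recovered reads, the test the paper names, which passed 3199 loci in F3 P5 cells, 633 higher and 2566 lower. The same test passed 89, 390 and 43 loci in F1 P4, P5 and P6 cells, and 4 and 335 in F3 P4 and P6 cells. Of 25 splits of the libraries, the real one included, 4, 2 and 2 gave as many loci by it in F1 P4, P5 and P6 cells. In F3 P4, P5 and P6 cells, 14, 6 and 1 did. Outside F3 P6 cells, the grouping of libraries alone may therefore give as many of its calls. By limma, the count in F1 P5 cells was 4 without TBT library 47-3 and 59 without DMSO library 48-4. In F1 P6 cells, 0 loci passed when DMSO library 1, 2, 3 or 4 or TBT library 6, 7 or 9 was left out (2990 loci at an unadjusted p under 0.05 without DMSO library 1), and 14 without TBT library 11. In F3 P6 cells, 12 passed without TBT library 6 and 144 without DMSO library 2. The largest increase among the loci of F1 P5 cells whose groups did not overlap was at an RLTR13C3 locus outside genes on chromosome 6, from 124783419 to 124784295 (log2 fold change 4.38, standard error 0.468, FDR 0.000642). It had 0 reads in each of the 4 DMSO libraries and 14 to 39 reads in the 7 TBT libraries (3.89 ± 2.01 CPM, SD), at least 6.38-fold higher than the 3 reads that a count of 0 allows. The second was an RLTR1B-int locus outside genes on chromosome 1, from 7739557 to 7742061, with 0.675 ± 1.13 CPM (SD, n = 4) in the DMSO group and 9.31 ± 5.71 CPM (SD, n = 7) in the TBT group (log2 fold change 4.17, standard error 0.567, FDR 0.00673). The quasi-likelihood test of edgeR gave the RLTR1B-int locus an FDR of 0.171. The 3 loci of F1 P6 cells, named after their values were seen, all lie in 1 intron of Atf3 on chromosome 1, between 191173298 and 191176968, and their log2 fold changes ran from 2.36 to 2.40 (FDR 0.0122), with overlapping groups.

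**Figure D2:**
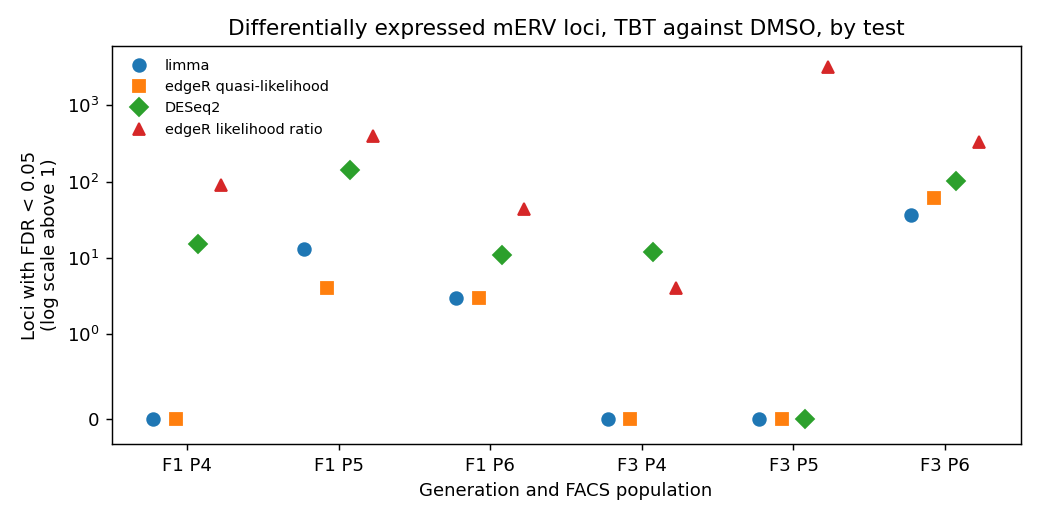
Number of mERV loci with an FDR under 0.05 in each population by limma, edgeR's quasi-likelihood and likelihood ratio tests and DESeq2, higher and lower loci together; the vertical axis is logarithmic above 1. The likelihood ratio test passed between 4 and 3199 loci per population, and limma between 0 and 36.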

We first identified differentially expressed, individual mERVs registered in the RepeatMasker file [21] for the GRCm38/mm10 mouse reference genome sequence as the LTR family repeat sequences using a relatively strict cutoff criterion (FDR < 0.05). Then, frequencies of the 679 species of mERVs in the list of all individual, differentially expressed mERVs were counted. 

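The 13 loci with an FDR under 0.05 in F1 P5 cells belonged to 11 species, and the 3 loci of F1 P6 cells to 2. The 21 higher loci of F3 P6 cells belonged to 16 species and the 15 lower loci to 11. With the calls of the likelihood ratio test, the 307 loci that were higher in TBT-F1 P5 cells belonged to 157 species, and the 83 lower loci to 67. In F3 P5 cells that test spread its 2566 lower loci over 410 species and its 633 higher loci over 238.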

Frequencies of mERV species randomly extracted from the whole RepeatMasker-registered mERVs were calculated by a computational simulation. 

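A species' share of all loci sets the frequency that random extraction gives. RLTR1B-int accounts for 793 of the 970384 loci (0.0817%), and ERVB4_1B-I_MM-int, which the paper writes as ERVB4_IB-I_MM-int, for 1352 (0.139%). Among the loci tested in F1 P5 cells, those with enough reads to be called, RLTR1B-int made up 222 of 122303 (0.182%). The tested loci were the background of the main comparison, and the full list of loci was an alternative. A one-sided Fisher's exact test per species took the place of the random extraction, with Benjamini-Hochberg adjustment over the species that had at least 1 called locus. With the full list as background, 22 combinations of species, population and direction passed an FDR of 0.05, and with 10000 random draws of tested loci matched on the decile of the mean value, 24.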

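Against the tested loci, 25 combinations of species, population and direction were enriched (one-sided Fisher's exact test, FDR under 0.05). These were 9 of the 11 species with a higher locus in F1 P5 cells, 2 of 2 in F1 P6 cells, 5 of 16 in F3 P6 cells, and 9 of the 11 species with a lower locus in F3 P6 cells. Most of these species contributed 1 called locus, for which a rare species passes readily. The adjustment left out every species without a called locus, so these FDRs do not control the error over all species. The test takes loci as independent, which neighbouring loci of 1 gene are not: all 3 loci of F1 P6 cells lie in 1 intron of Atf3, and 5 of the 9 species lower in F3 P6 cells (RMER17A2, RLTR24, RLTR13D6, MLT1J2 and RLTR16B_MM, named after their values were seen) have their called loci in introns of Akr1e1, where 4 of the loci have identical values. Such species are therefore not separate evidence of enrichment. The calls of the likelihood ratio test moved the number most among the alternatives set beforehand, to 93, of which 20 were species higher in F1 P5 cells, 12 higher in F1 P6 cells and 14 lower in F3 P6 cells. No species was enriched among the 168 loci of F3 P6 cells that this test placed higher in TBT (0 of 86 species).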

Finally, differentially expressed mERV species that were enriched beyond the frequencies expected from random extraction from the whole RepeatMasker-registered mERVs were chosen. Using this approach, we identified mERV species whose RNA expression was up-regulated by F0 exposure to TBT in both F1 and F3 testicular cells (Figure 5). 

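A total per species, the sum of the CPM values of all its loci in a library, does not depend on which single loci pass a threshold. No species total passed an FDR of 0.05 in any of the 6 populations (limma), with 51, 32 and 42 totals at an unadjusted p under 0.05 in F1 P4, P5 and P6 cells and 20, 0 and 62 in F3 P4, P5 and P6 cells. Leaving out DMSO library 2 in F3 P6 cells let 1 total pass, that of LTR16D1. Adjusted over the list alone, the 19 species that the paper names gave 0 totals under 0.05 in F1 P4, F1 P5, F3 P4, F3 P5 and F3 P6 cells and 1 in F1 P6 cells. The study chose this list on the same libraries, so the count over the list is not independent evidence. Of the 8 species that the paper names only as up-regulated, the total was higher in the TBT group for 7, 8 and 8 in F1 P4, P5 and P6 cells, and for 1, 0 and 4 in F3 P4, P5 and P6 cells. Leaving out TBT library 47-4 changed the number in F1 P4 cells to 4, leaving out TBT library 5 that in F3 P5 cells to 2, leaving out TBT library 6 that in F3 P4 cells to 0, and leaving out DMSO library 3 that in F3 P6 cells to 7. With only the loci tested singly it was 5 in F1 P6 cells, and without TBT libraries 7 and 8 together, chosen after the values were seen, 6. These 2 libraries had 6.79% and 6.95% of their reads outside genes, against at most 1.82% in the other 10. Of the 8 species named only as down-regulated, the total was higher for 4, 4 and 5 in F1 and for 0, 1 and 1 in F3 P4, P5 and P6 cells, so that in F3 P4 and P5 cells nearly all totals of both lists were lower. Over the fits without 1 library this number lay between 0 and 4 in F3 P5 cells (4 without TBT library 5) and between 1 and 3 in F3 P6 cells (3 without TBT library 5, DMSO library 2 or DMSO library 3), and it was 1 in F3 P4 cells without TBT library 9. With only the loci tested singly it was 2 in both F1 P6 and F3 P6 cells. After rescaling each library to the same total, the numbers of the first list were 3, 6 and 1 in F1 P4, F3 P4 and F3 P5 cells, and those of the second 1, 2 and 2, with 2 also in F3 P6 cells. This rescaling moved all 19 named totals almost alike, by 0.41 on the log2 scale in F3 P4, 0.13 in F3 P5 and −0.074 in F1 P4 cells, and the median of all tested loci in F3 P4 cells by 0.18, from −0.69 to −0.50.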

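The RLTR1B-int total in F1 P5 cells was 796 ± 120.3 CPM (SD, n = 4) in the DMSO group and 1088 ± 314 CPM (SD, n = 7) in the TBT group, with 5 of 7 TBT libraries above every DMSO library. The log2 fold change was 0.41 (standard error 0.180, FDR 0.897 from limma over the species totals). TBT libraries whose label begins with 47 held 1011 to 1651 CPM, and those that begin with 45 held 758 to 1028 CPM. The DMSO libraries held 691 to 934 CPM. The first label number is nested in the exposure and its meaning is not stated, so these libraries may not be independent. F1 P6 cells gave 466 ± 35.9 CPM (SD, n = 5) against 556 ± 92.4 CPM (SD, n = 7), a log2 fold change of 0.24 (standard error 0.101, FDR 0.725), again with 5 of 7 TBT libraries above all DMSO libraries. The 2 highest TBT totals were those of libraries 7 and 8, at 711 and 644 CPM, and without both, an alternative chosen after the values were seen, the change was 0.12 (FDR 0.744). The total in F1 P4 cells hardly differed, at 495 ± 53.1 CPM (SD, n = 5) and 526 ± 121 CPM (SD, n = 7). Its log2 fold change of 0.06 (FDR 0.794 from limma) became −0.01 with the values rescaled to the same total in each library and −0.02 without TBT library 47-4. In F3 P4 cells the total was 786 ± 54.5 CPM (SD, n = 4) in the DMSO group and 562 ± 199 CPM (SD, n = 5) in the TBT group, with all 5 TBT libraries below every DMSO library (log2 fold change −0.57, FDR 0.508 from limma). The change was −0.16 after rescaling to the same total. F3 P5 cells had 2266 ± 766 CPM (SD, n = 4) and 1323 ± 682 CPM (SD, n = 5), a log2 fold change of −0.98 (FDR 0.997 from limma), which was −0.47 without TBT library 5, the library with the fewest reads. The 2 highest DMSO totals there, 2951 and 2633 CPM, were of libraries 1 and 2, with 23.5% and 27.9% of their reads outside genes. F3 P6 cells had 469 ± 31.9 CPM (SD, n = 4) and 497 ± 22.2 CPM (SD, n = 5), a log2 fold change of 0.08 (FDR 0.556 from limma). Loci outside genes gave 50.1% of the RLTR1B-int signal in F1 P5 cells and 3.93% in F3 P6 cells, and restricted to them the F3 P6 change was −0.33. Of the 13 loci that were higher in F1 P5 cells, 2 were of RLTR1B-int (15.4%, FDR 0.00278, one-sided Fisher's exact test against the tested loci). The second, chosen after its values were seen, lies outside genes on chromosome 13 from 70486708 to 70488235 (log2 fold change 2.98, FDR 0.0286 from limma). With the likelihood ratio test, 9 of 307 higher loci of F1 P5 cells were of this species (2.93%, Fisher's exact test, FDR 5.3e-07), the highest number of any species. No RLTR1B-int locus was among the higher loci of F1 P6 or F3 P6 cells by limma, nor by that test, and 1 of the 15 lower loci of F3 P6 cells was of this species by limma (FDR 0.013, Fisher's exact test). Without a filter and against all loci, an alternative chosen after the values were seen, that test enriched it among the higher loci of F1 P5 (19 of 677) and F1 P6 cells (4 of 489) and among the lower loci of F3 P6 cells (2 of 162).

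**Figure D3:**
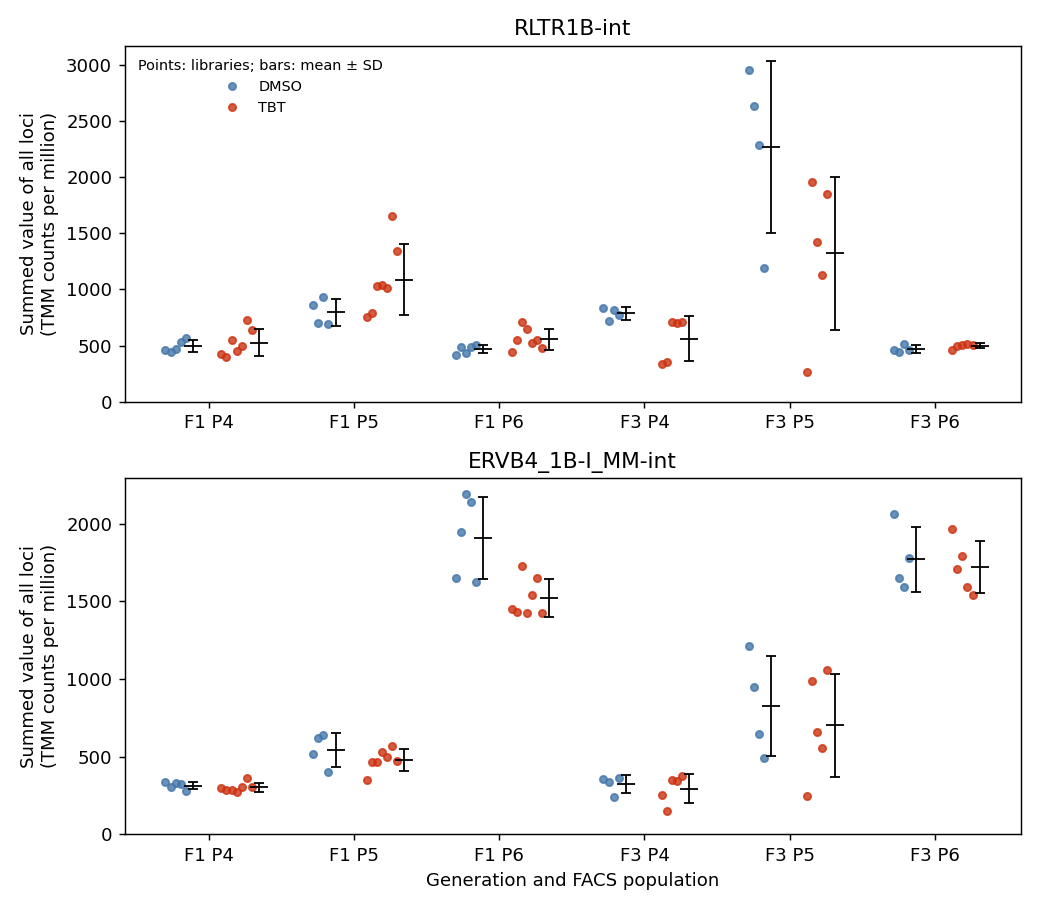
Totals of RLTR1B-int and ERVB4_1B-I_MM-int per library in CPM, for DMSO and TBT in the 6 populations; points are libraries and bars show the mean and SD. The RLTR1B-int mean is 1088 CPM in TBT against 796 CPM in DMSO in F1 P5 cells, and 1323 against 2266 CPM in F3 P5 cells.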

We identified RLTR1B-int as the mERV by far most strongly enriched, up-regulated mERVs in both germline and somatic cells and in both F1 and F3 generations (Figure 5a). 

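MMERVK9C_I-int, MMERVK10C-int, which the paper writes as MMERVK10C_I-int, and MMERVK10D3_I-int, written as MMERVK10D3-int, are represented by 1800, 3226 and 458 loci. The MMERVK10D3_I-int total in F1 P5 cells was 591 ± 62.9 CPM (SD, n = 4) in the DMSO group and 702 ± 82.3 CPM (SD, n = 7) in the TBT group, a log2 fold change of 0.25 (standard error 0.0924, unadjusted p 0.0186 from limma), with 4 of 7 TBT libraries above all DMSO libraries. In F1 P6 cells its log2 fold change was 0.41, and those of MMERVK9C_I-int and MMERVK10C-int were 0.30 and 0.19, but without TBT libraries 7 and 8 together, chosen after the values were seen, the 3 were 0.06, 0.10 and 0.03. MMERVK10C-int changed by 0.29 and MMERVK9C_I-int by 0.09 in F1 P5 cells. In F1 P4 cells the 3 changes were 0.02 (MMERVK10C-int and MMERVK10D3_I-int, both −0.05 after rescaling to the same total) and 0.09 (MMERVK9C_I-int). Without TBT library 47-5 the MMERVK10C-int change was −0.02, and without DMSO library 48-4 that of MMERVK10D3_I-int was −0.03. All 3 were lower in the TBT group in F3 P4 cells, at −0.63 (MMERVK9C_I-int), −0.57 (MMERVK10C-int) and −0.38 (MMERVK10D3_I-int, 0.02 after that rescaling). F3 P5 cells gave −0.27, −0.94 and −0.50 in the same order, the first of them 0.08 without TBT library 5. The changes in F3 P6 cells were 0.04, −0.06 and 0.07, of which the first was −0.0028 without DMSO library 1 and the last −0.03 without DMSO library 2. By limma, 1 of the 13 higher loci of F1 P5 cells (FDR 0.0257) and 1 of the 21 of F3 P6 cells (FDR 0.0344, in an exon of Mex3c) were of MMERVK9C_I-int, enriched by one-sided Fisher's exact tests on 1 locus each, and with all loci as background the second had an FDR of 0.122. With the calls of the likelihood ratio test, loci higher in TBT were enriched for MMERVK9C_I-int in 2 populations, F1 P6 and F3 P5, for MMERVK10D3_I-int in 1, F1 P6, and for MMERVK10C-int in 0 (one-sided Fisher's exact test, FDR under 0.05), and the lower loci of F3 P5 cells for MMERVK10C-int (25 of 2566). In that test without a filter and against all loci, chosen after the values were seen, the higher loci were enriched for MMERVK9C_I-int and MMERVK10C-int in F1 P5 and P6 cells and for MMERVK10D3_I-int in F1 P4, P5 and P6 cells, and the lower loci for MMERVK10D3_I-int in F1 P4 and F3 P6 cells.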

Other up-regulated mERVs were the Mus musculus ERVK species MMERVK9C_I-int, MMERVK10C_I-int, and MMERVK10D3-int (Figure 5a). 

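MMERGLN-int (856 loci, written MMERGLIN-int in the text), MYSERV6-int (3163 loci), RLTR44-int (653 loci), MuRRS-int (986 loci) and IAP1-MM_I-int (477 loci) differed little in F1 P4 cells, with log2 fold changes of their totals of 0.11, 0.09, −0.02, 0.13 and −0.14, where RLTR44-int was at 0.02 without DMSO library 43-5. In F1 P5 cells the changes were 0.27, 0.0049, 0.35, 0.31 and 0.26 in the same order, with MYSERV6-int at −0.03 after rescaling to the same total. RLTR44-int had the lowest p of these, at 723 ± 103 CPM (SD, n = 4) against 929 ± 183 CPM (SD, n = 7), with 4 of 7 TBT libraries above all DMSO libraries (unadjusted p 0.0194 from limma). F1 P6 cells gave 0.16, 0.09, 0.01, 0.99 and 0.07, with RLTR44-int at −0.01 after that rescaling and at −0.13 without TBT library 8. The MuRRS-int change in them came from TBT libraries that spread widely (53.2 ± 5.83 CPM, SD, n = 5, against 159 ± 164 CPM, SD, n = 7). Without TBT libraries 7 and 8 together, chosen after the values were seen, it was 0.22, and those of RLTR44-int and IAP1-MM_I-int were −0.26 and 0.03. In F3 P5 cells all of these totals were lower in TBT, by −0.69, −0.31, −0.75, −0.63 and −1.20, of which MYSERV6-int and IAP1-MM_I-int turned to 0.11 and 0.02 without TBT library 5. The F3 P6 changes were −0.10, −0.01, 0.10, 0.17 and −0.15, the first 0.03 without DMSO library 3 and the second 0.01 without TBT library 8. The F3 P4 changes were 0.02, −0.39, −0.32, −0.33 and −0.47, and those of MYSERV6-int, RLTR44-int and MuRRS-int became 0.02, 0.09 and 0.07 after rescaling to the same total. That of MMERGLN-int was −0.12 without DMSO library 3. By the calls of the likelihood ratio test, higher loci were enriched for MMERGLN-int in F1 P5 (4 of 307) and F1 P6 cells (2 of 41), RLTR44-int in F1 P5 cells (4 of 307), MuRRS-int in F1 P6 (2 of 41) and F3 P5 cells (4 of 633) and IAP1-MM_I-int in F1 P5 cells (3 of 307), and lower loci for MYSERV6-int in F3 P5 cells (21 of 2566), by one-sided Fisher's exact tests at an FDR under 0.05. Without a filter and against all loci, chosen after the values were seen, MMERGLN-int, MYSERV6-int, RLTR44-int and MuRRS-int were enriched among the higher loci of F1 P5 and P6 cells, IAP1-MM_I-int among those of F1 P5 cells, and MYSERV6-int also among the lower loci of F1 P5 cells (8 of 687). Whether the TBT effect differed between P4 and P5 cells was tested with the interaction of population and exposure in limma. In F1, 1 of 101401 loci passed an FDR of 0.05, a MURVY-int locus outside genes on chromosome 11 from 54035345 to 54040035, named after its values were seen (difference 4.67 on the log2 scale, standard error 0.603, FDR 0.000413). In F3, 0 of 98076 passed, with 1364 at an unadjusted p under 0.05. None of these 5 species contributed the F1 locus. With the animal as a block, the F1 count was 6, and the F3 count remained 0 (6293 at an unadjusted p under 0.05).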

Similar up-regulated mERV species but not up-regulated in P4 germline cells were MMERGLIN-int, MYSERV6-int, RLTR44-int, MuRRS-int, and IAP1-MM_I-int (Figure 5b). 

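The RMER16-int total (2589 loci) in F1 P5 cells was 746 ± 37.5 CPM (SD, n = 4) in the DMSO group and 846 ± 87.1 CPM (SD, n = 7) in the TBT group, a log2 fold change of 0.18 (standard error 0.0765, unadjusted p 0.0376 from limma), with 5 of 7 TBT libraries above all DMSO libraries. In F1 P4 cells it was 640 ± 47.9 CPM (SD, n = 5) and 648 ± 37.1 CPM (SD, n = 7), a change of 0.02 that turned to −0.05 after rescaling to the same total and to −0.01 without DMSO library 44-3. F1 P6 cells gave 709 ± 29.1 CPM (SD, n = 5) and 827 ± 205 CPM (SD, n = 7), a change of 0.19 (unadjusted p 0.184 from limma), which was −0.0017 without TBT libraries 7 and 8 together, chosen after the values were seen. Whether the change differed between germline and somatic cells was not tested. The F3 changes were −0.16 in P4, −0.06 in P5 and −0.01 in P6 cells, and the first became 0.25 and the second 0.07 after the same rescaling. The second was 0.17 without DMSO library 1, and the third 0.02 without DMSO library 3. By the calls of the likelihood ratio test, RMER16-int was enriched among higher loci in 3 populations, F1 P5, F3 P4 and F3 P5 (one-sided Fisher's exact test, FDR under 0.05), and among the lower loci of F3 P5 cells (16 of 2566). Without a filter and against all loci, chosen after the values were seen, it was enriched among the higher loci of F1 P5 and P6 cells and the lower loci of F1 P6 cells (3 of 11).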

We also identified RMER16-int as a mERV up-regulated only in the F1 germline cells but not in the F1 testicular somatic cells or any F3 testicular cells (Figure 5a).

We also detected down-regulated mERVs (Figure 5c,d). 

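Loci that were lower in the TBT group with an FDR under 0.05 from limma were found in F3 P6 cells only, where 7 of the 15 lie in introns of Akr1e1 on chromosome 13. The locus with the largest decrease whose groups did not overlap was an IAPEY4_I-int locus outside genes on chromosome 16 from 3625351 to 3628768, with 13.2 ± 9.96 CPM (SD, n = 4) in DMSO and 1.19 ± 0.755 CPM (SD, n = 5) in TBT libraries (log2 fold change −3.21, standard error 0.405, FDR 0.000763). The next was an RLTR1B-int locus in an intron of Dnaaf1 on chromosome 8 from 119584246 to 119586836, with 4.17 ± 1.83 CPM (SD, n = 4) and 0.560 ± 0.542 CPM (SD, n = 5), a log2 fold change of −2.67 (standard error 0.480, FDR 0.0386 from limma). It no longer passed in 7 of the 9 fits that each left out 1 library. Among the loci that were higher in F3 P6 cells, the largest change with separate groups was at an IAPEY4_I-int locus in an exon of Gm47015 on chromosome 10 from 79413252 to 79416675, with 0 reads in all 4 DMSO libraries and 4 to 28 reads in the TBT libraries (2.80 ± 2.09 CPM, SD, n = 5), at least 4.29-fold higher (log2 fold change 3.53, standard error 0.648, FDR 0.0421 from limma). It failed to pass in 5 of those 9 fits. The second was an ORR1C1 locus in an exon of Mro on chromosome 18 from 73878999 to 73879190, with 4.61 ± 3.49 CPM (SD, n = 4) against 17.2 ± 3.87 CPM (SD, n = 5), a log2 fold change of 2.34 (standard error 0.431), lost in 6 of the 9 fits.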

The most enriched, down-regulated mERV was ERVB4_IB-I_MM-int (Figure 5c). 

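ERVB4_1B-I_MM-int had the lowest p of all named species in F1 P6 cells, where its total was 1909.6 ± 265 CPM (SD, n = 5) in the DMSO group and 1522 ± 123 CPM (SD, n = 7) in the TBT group. The log2 fold change was −0.32 (standard error 0.0804, FDR 0.658 from limma over all species totals, 0.0271 adjusted over the list alone), with 5 of 7 TBT libraries below every DMSO library. In the other populations the log2 fold changes were −0.05 (F1 P4), −0.17 (F1 P5), −0.20 (F3 P4), −0.32 (F3 P5) and −0.04 (F3 P6). After rescaling to the same total, the F3 P4 change became 0.21. A single library decided the sign in F3 cells: the change was 0.03 in P4 cells without TBT library 9, 0.01 in P5 cells without TBT library 5, and 0.04 in P6 cells without DMSO library 1. None of the 15 lower loci of F3 P6 cells called by limma was of this species. By the likelihood ratio test, 2 of 83 lower loci of F1 P5 cells (2.41%, FDR 0.0278) and 2 of 2 of F1 P6 cells (FDR 5.2e-07) were of this species (one-sided Fisher's exact test), and 3 of the 307 higher loci of F1 P5 cells were too (FDR 0.014). Without a filter and against all loci, chosen after the values were seen, it was enriched among the lower loci of F1 P4, P5 and P6 cells and the higher loci of F1 P5 cells.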

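IAPEY4_I-int (515 loci), IAP-d-int (1318 loci) and MMERVK9E_I-int (1557 loci) stand beside IAP1-MM_I-int in this group. The IAP1-MM_I-int total was lower in F1 P4 cells, at 618 ± 52.2 CPM (SD, n = 5) in the DMSO group and 561 ± 47.2 CPM (SD, n = 7) in the TBT group (unadjusted p 0.0452 from limma), with 4 of 7 TBT libraries below all DMSO libraries. It was also lower in F3 P6 cells, at 296 ± 26.6 CPM (SD, n = 4) and 267 ± 18.9 CPM (SD, n = 5), with an unadjusted p of 0.0411 from limma. IAP-d-int fell in the latter cells from 75.8 ± 6.07 CPM (SD, n = 4) to 67.5 ± 4.55 CPM (SD, n = 5), a log2 fold change of −0.17 (unadjusted p 0.0482 from limma), with 4 of 5 TBT libraries below all DMSO libraries. Its total was higher in TBT-F1 cells, by 0.16 in P4, 0.20 in P5 and 0.58 in P6 cells, and lower in F3, by −0.60 in P4 and −1.32 in P5 cells. The F1 P6 value was 0.12 without TBT libraries 7 and 8 together, chosen after the values were seen. IAPEY4_I-int changed by −0.09 in F1 P4, −0.01 in F1 P5, −0.09 in F1 P6, −0.73 in F3 P4, −0.31 in F3 P5 and −0.08 in F3 P6 cells. The F1 P5 value lay between −0.08 and 0.04 over the fits without 1 library. MMERVK9E_I-int changed by 0.02, 0.12 and 0.15 in F1 and by −0.49, −0.44 and −0.03 in F3, in the order P4, P5 and P6. The first of these became −0.05 after rescaling to the same total, and the last 0.04 without DMSO library 3, while that of F1 P6 cells was 0.06 without TBT libraries 7 and 8. By limma, IAPEY4_I-int was enriched among the lower (2 of 15, FDR 0.00030) and the higher loci (1 of 21, FDR 0.034) of F3 P6 cells, and IAP1-MM_I-int among the higher loci of F1 P5 cells (1 of 13, FDR 0.020). Among the lower loci of the likelihood ratio test, IAPEY4_I-int was enriched in F1 P4 and F3 P6 cells, IAP-d-int in F1 P5 cells, MMERVK9E_I-int in F1 P5 and F3 P5 cells, and IAP1-MM_I-int in 0 populations. The higher loci of that test were also enriched for MMERVK9E_I-int, in F1 P5 cells (7 of 307, FDR 5.3e-07, the lowest p of any species there) and F1 P6 cells (1 of 41, FDR 0.044), and for IAP1-MM_I-int in F1 P5 cells (3 of 307, FDR 0.014), all by one-sided Fisher's exact tests. In that test without a filter and against all loci, chosen after the values were seen, lower loci were enriched for IAPEY4_I-int in F1 P4 and F3 P6 cells and for MMERVK9E_I-int in F1 P4, F1 P5 and F3 P5 cells, and higher loci for IAPEY4_I-int in F1 P6, IAP1-MM_I-int in F1 P5, and MMERVK9E_I-int in F1 P5 and P6 cells.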

Other down-regulated mERVs included the IAP species IAP1-MM_I-int, IAPEY4_I-int, and IAP-d-int, as well as an ERVK species MMERVK9E_I-int (Figure 5c). 

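RMER17B (2895 loci, which the text writes as RMR17B), RMER3D-int (2688 loci, written RMR3D-int), ORR1E-int (1444 loci) and RLTR20A (361 loci) showed small changes in F1, with log2 fold changes of their totals of −0.01, 0.04, 0.06 and −0.16 in P4 cells, 0.08, 0.03, −0.01 and −0.09 in P5 cells, and 0.06, 0.08, 0.06 and −0.05 in P6 cells. Without 1 library, RMER17B was at 0.01 in P4 cells (DMSO 43-5), ORR1E-int at 0.01 in P5 cells (DMSO 44-1) and RLTR20A at 0.01 in P6 cells (TBT 8). Without TBT libraries 7 and 8 together, chosen after the values were seen, the P6 changes of RMER17B, RMER3D-int and RLTR20A were 0.02, 0.04 and 0.04. RMER3D-int turned to −0.04 in P4 and −0.0034 in P5 cells, and ORR1E-int to −0.01 in P4 cells, after rescaling to the same total. Larger changes were seen in F3 P4 cells, at −0.33, −0.56, −0.68 and −0.74, but the first became 0.08 after that rescaling, and all had standard errors of at least 0.251. In F3 P5 cells the changes were −0.27, −0.28, −0.08 and 0.01, with ORR1E-int at 0.05 after the rescaling and RLTR20A at −0.19 without DMSO library 1. Without TBT library 5 those of RMER3D-int, ORR1E-int and RLTR20A were 0.30, 0.45 and 0.63. F3 P6 cells gave −0.0042, −0.01, 0.07 and −0.08, the first 0.00027 after the rescaling and 0.0048 without TBT library 8, and the second 0.0047 without DMSO library 2. The lowest unadjusted p of the 4 species across the populations was 0.0502 from limma, for ORR1E-int in F3 P6 cells, whose total was 1468 ± 67.2 CPM (SD, n = 4) in the DMSO group and 1541 ± 55.2 CPM (SD, n = 5) in the TBT group. RLTR20A was enriched among the lower loci of the likelihood ratio test in F1 P4 and F3 P6 cells, and the other 3 in 0 populations (one-sided Fisher's exact test, FDR under 0.05), while RMER17B was enriched among the higher loci of F1 P5 cells (6 of 307). Without a filter and against all loci, chosen after the values were seen, lower loci were enriched for RLTR20A and RMER17B in F1 P4 and ORR1E-int in F1 P5 cells, and higher loci for RMER17B in F1 P5 and P6 and RMER3D-int in F1 P6 cells.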

Down-regulated genes not repressed in P4 germline cells were RMR17B, RMR3D-int, ORR1E-int, and RLTR20A (Figure 5d). 

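MMERVK9C_I-int gave 0 lower loci that passed in the limma tests, and its loci were enriched among the lower loci of the likelihood ratio test in 0 populations (one-sided Fisher's exact test, FDR under 0.05). Its total in F1 P6 cells was 490 ± 35.7 CPM (SD, n = 5) in the DMSO group and 617 ± 158 CPM (SD, n = 7) in the TBT group (unadjusted p 0.0500 from limma), with 3 of 7 TBT libraries above all DMSO libraries and 0 below them. The log2 fold change of 0.30 was 0.10 without TBT libraries 7 and 8 together, chosen after the values were seen. In F1 P5 cells it was 1174 ± 56.3 CPM (SD, n = 4) and 1260.1 ± 179 CPM (SD, n = 7), with 5 TBT libraries above and 2 below all DMSO libraries. F3 P5 cells had 1836 ± 446 CPM (SD, n = 4) and 1674 ± 751 CPM (SD, n = 5), with 2 of 5 TBT libraries below all DMSO libraries. A single locus of this species, chosen after its values were seen, passed in F1 P5 cells, on chromosome 4 from 108156812 to 108159179 outside genes, and was higher in TBT (log2 fold change 3.59, FDR 0.0352 from limma).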

MMERVK9C-int, which was enriched for TBP up-regulated mERV species, was also enriched for down-regulated mERVs although its enrichment was limited to F1 and F3 P5 germline cells and F1 P6 somatic cells (Figure 5d).

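For MBD-seq, genomic DNA of P6 somatic cells was sonicated and enriched for methylated fragments with the MethylMiner kit, which binds them through a methyl-CpG binding domain (MBD), and the authors analysed the windows with the QSEA package. The F1 groups held 3 DMSO and 4 TBT libraries, and the F3 groups 5 DMSO and 7 TBT libraries, as the labels and the paper's methods give them. The panels of Fig. S1 and the sheet name of Table S2 give the generations differently, so which generation each set belongs to is not settled, and the generations here follow the labels. The authors deposited whole-number counts of fragments per 100 bp window, without normalization, together with the number of CpG sites of each window. The F1 table lists 154773 windows, 0.588% of the windows of chromosomes 1 to 19 and X, and the F3 table 164382 windows (0.624%), with 943 windows in both. The rule by which these windows were kept is not named in the paper's text, and values elsewhere in the genome were not analysed here. The window CpG numbers matched the GRCm38 sequence in 100% of windows. Counts in the listed windows summed to between 701493 and 938756 per F1 DMSO library (median 926166) and between 887213 and 1913353 per F1 TBT library (median 1597929). In F3 the sums lay between 1105120 and 1376607 in the DMSO group (median 1245738) and between 1115086 and 1556376 in the TBT group (median 1188636). These sums cover the listed windows and are not the depth of the libraries. The input library and the 500 bp windows of the paper's analysis were not used here. Counts were scaled by edgeR's TMM method, windows were kept by edgeR's filterByExpr function, and TBT was compared with DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which covered 34559 F1 windows and 47563 F3 windows. CpG islands were taken from the GRCm38 sequence as stretches of at least 200 bp with a GC content of at least 0.5 and a ratio of observed to expected CpG of at least 0.6, and a promoter as the 1000 bp on each side of an annotated transcription start. The biological coefficient of variation between libraries of a group was 2.76% in F1 and 6.55% in F3.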

**Effects of F0 exposure to TBT on gDNA methylation in fetal testicular cells of the offspring.** We previously reported effects of the F0 dam exposure to TBT on gDNA methylation in white adipose tissues of the F4 male offspring [5]. Although in the current study we attempted to determine effects of the F0 exposure on gDNA methylation in E18.5 fetal testicular germline cells, the MBD-seq approach to detect differentially methylated regions (DMRs) has proven technically challenging primarily due to limited amounts of cells. Detection of DMRs in the P6 somatic cells of F3 male fetuses was also largely unsuccessful. 

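In the F3 P6 libraries, 0 of 47563 windows passed an FDR of 0.05 (edgeR's quasi-likelihood test), with 2469 at an unadjusted p under 0.05. None passed an FDR of 0.5 either, and the alternative that moved this count most was the restriction to windows with a mean of at least 20 counts, with 10 windows, while edgeR's likelihood ratio test gave 5. Of the tested windows, 1521 lay in CpG islands, and 1155 of these (75.9%) had a log2 fold change above 0, with a median of 0.12. For promoter CpG islands the number was 161 of 223 (72.2%), with a median log2 fold change of 0.09. Windows are not independent replicates, and no test across libraries is given for these shares, so they do not establish a gain. The libraries also differed in how counts followed CpG density. The slope ran from −0.0629 to 0.0516 in the TBT group and from −0.0324 to 0.0129 in the DMSO group.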

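The share of the variance in log2 CPM that lay between the TBT and DMSO groups was 18.3% over the 7 F1 libraries. An exact permutation of the exposure over all 35 splits into groups of these sizes, one-sided for a share as large, gave p = 0.0571. Over the 12 F3 libraries the share was 9.31%, and the exact permutation over all splits gave p = 0.263. Restricting the F1 windows to those with a mean of at least 20 counts moved the share to 18.8% (exact permutation p = 0.0286, the smallest p that 3 against 4 libraries allow).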

PCA of MBD-seq data (Figure S1c,d) showed poor separation of TBT- and DMSO-groups in both F1 and F3 generations, indicating that F0 exposure to TBT did not strongly impact the global DNA methylation. However, we were able to identify statistically significant DMRs in the P6 testicular somatic cells of F1 male fetuses (FDR < 0.05). These DMRs were strongly enriched at promoter-associating CpG islands (CGIs) as CpG sites that gained cytosine methylation in the TBT-F1 P6 cells compared to DMSO-F1 P6 cells (Figure 6a; genes whose promoter-associating CpG islands covering the transcription start site are differentially methylated are shown in Table S2). In contrast, when statistically insignificant DMRs (FDR < 0.5) were examined similarly, the enrichment of promoter CGIs with a strong bias to gained methylation was lost (Figure 6b), supporting the specificity of TBT-induced gain in CpG methylation at promoter-associated CGIs. 

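In the F1 P6 libraries, 11 of 34559 windows passed an FDR of 0.05 in edgeR's quasi-likelihood test, 2 that gained and 9 that lost counts in the TBT group, and 30 passed an FDR of 0.5. Without DMSO library 2 the number was 0 (2667 at an unadjusted p under 0.05), and without TBT library 6 it was 12. The alternatives that moved the count most were DESeq2 and the fit with no filter on low counts, with 0 windows each (568 and 6770 at an unadjusted p under 0.05). Thinning each library to 701493 counts, an alternative chosen after the values were seen, left 1 window, which had lost counts. The 2 windows that gained counts at this FDR lie side by side in an exon of Gm21978 on chromosome 4, from 145560501 to 145560700. The first had 21.3 ± 4.92 CPM (SD, n = 3) in the DMSO group and 47.2 ± 4.62 (SD, n = 4) in the TBT group, a log2 fold change of 1.20 (FDR 0.0425), and the second 31.6 ± 3.20 (SD, n = 3) and 64.8 ± 2.81 (SD, n = 4), a log2 fold change of 1.02 (the same FDR). Neither passed in any of the 7 fits that left out 1 library. Among the windows that passed with separate groups, the largest loss was in a promoter CpG island on chromosome 9, from 56223701 to 56223800. This window overlaps Gm24270 and Peak1, and which of these genes the promoter belongs to was not resolved. It had 192 ± 8.67 CPM (SD, n = 3) against 111 ± 10.9 (SD, n = 4). Its log2 fold change was −0.80 (FDR 0.00215), and it failed to pass in 2 of the 7 fits. A window in an intron of Gnb1l on chromosome 16, from 18533301 to 18533400, fell by 0.76 on the log2 scale (FDR 0.00950). A second one in Peak1, from 56223401 to 56223500, fell by 0.75 (FDR 0.0100). Each of them was lost in 4 of the 7 fits. Both hold 0 CpG sites, as does the second Gm21978 window, while the first Gm21978 window holds 1 and the promoter CpG island window 17. Counts in a window without a CpG site do not measure CpG methylation of that window itself.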

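Of the 34559 tested F1 windows, 1383 lay in CpG islands and 230 in promoter CpG islands. Of the 11 windows with an FDR under 0.05 in edgeR's quasi-likelihood test, 1 lay in a promoter CpG island, and it lost counts (0.435% of the class, two-sided Fisher's exact test against all tested windows, p = 0.0708). No promoter CpG island window that gained counts passed (0 of 230). Without regard to significance, 121 of the 230 had a log2 fold change above 0 and 109 below (52.6% above), with a median of 0.01. The 49 regions of Table S2 span 500 bp each, and the F1 windows cover 3 of them, at Gmpr, Nt5dc2 and Pias4. The Pias4 region on chromosome 10, from 81153501 to 81154000, has 4 tested windows. Their counts, summed over libraries, were 69, 56, 73 and 81 in the 3 DMSO libraries and 222, 209, 217 and 198 in the 4 TBT libraries, from the first window to the last. The log2 fold changes were 0.45 (unadjusted p 0.0233), 0.67 (0.00177), 0.34 (0.0860) and 0.06 (0.765) in edgeR's quasi-likelihood test. Over all tested windows, 0 of the 4 passed an FDR of 0.05 (lowest 0.933). Adjusted over the list alone, 2 passed, and since the study chose the list on these samples this is not independent evidence. The windows in the Gmpr and Nt5dc2 regions had 24 and 31 counts and 4 and 3 counts in the DMSO and TBT libraries together, too few to be tested. For the F1 P6 cells, the paper concludes from the classes of its DMRs in Fig. 6 that methylation was gained at promoter-associated CpG islands.

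**Figure D4:**
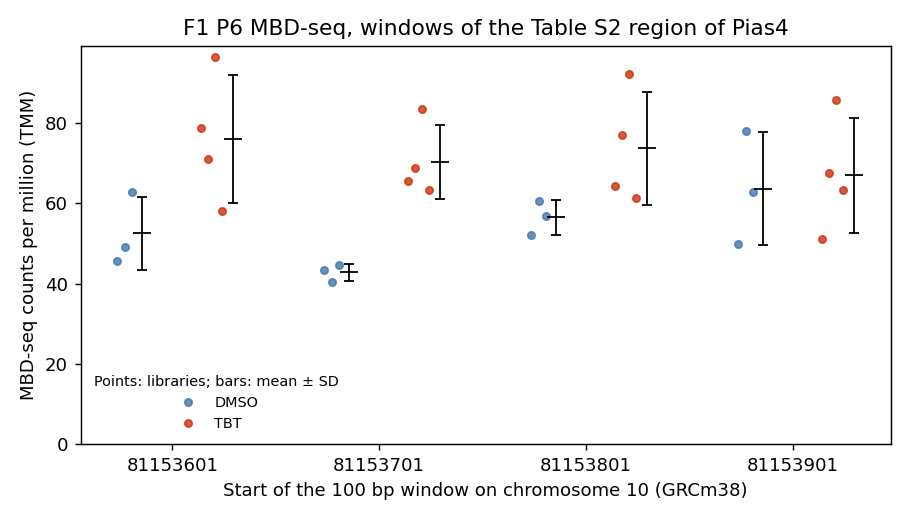
CPM of the 4 windows of the Pias4 region of Table S2 in each F1 MBD library, for 3 DMSO and 4 TBT libraries; points are libraries and bars show the mean and SD. The second window has the largest log2 fold change, 0.67, and the last the smallest, 0.06.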

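With an FDR under 0.5 in edgeR's quasi-likelihood test, 30 of the 34559 F1 windows passed, 12 with a gain and 18 with a loss of counts, so that 40.0% of them gained. By class, 3 of the 30 lay in CpG islands and 2 in promoter CpG islands, all with a loss. The 6 windows in exons and the 12 in introns were evenly divided between gain and loss, with 3 and 6 each way. A two-sided Fisher's exact test for promoter CpG islands against all tested windows gave p = 0.0170, from 2 windows. At the stricter FDR of 0.05, 18.2% of the passing windows gained. The likelihood ratio test moved the number at the loose threshold most, to 41 windows, 18 with a gain and 23 with a loss.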

An example of a gene whose promoter-associated CGI was hyper-methylated in TBT-F1 P6 cells compared to DMSO-F1 P6 cells is shown as Figure 6c. 

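The example of Fig. 6c is Thap1, which lies on chromosome 8 of GRCm38 from 26158141 to 26164151. The F1 windows hold 2 within 5 kb of the gene, both outside genes and outside CpG islands. The window from 26165301 to 26165400 had 26 counts in the 3 DMSO libraries together and 47 in the 4 TBT libraries, and the window from 26168901 to 26169000 had 18 and 64. Neither passed the filter on low counts, so no test was made, and the promoter CpG island of Thap1 is not among the windows analysed here.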

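Dazl, a germ cell gene shown in Fig. 6d, lies on chromosome 17 of GRCm38 from 50279395 to 50293636, and 8 F1 windows fall within 5 kb of it. The windows from 50296301 to 50296400 and from 50296401 to 50296500, outside genes and outside CpG islands, had 59 and 72 counts in the DMSO libraries together and 94 and 127 in the TBT libraries. They were tested, with log2 fold changes of −0.56 and −0.41 (FDR 0.974 from edgeR's quasi-likelihood test for both). The other 6 windows had between 3 and 7 counts in the DMSO libraries together and were not tested.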

An example of promoter-associated CGI whose expression in TBT-F1 P6 cells was not affected by F0 exposure to TBT is shown as Figure 6d.

## 3. Discussion

Evidence is accumulating that obesogenic effects of EDCs from gestational exposures can be transgenerationally transmitted to subsequent generations [3,22]. We previously showed that exposure of pregnant mouse dams to environmentally relevant doses of TBT initiated a transgenerationally inherited predisposition to diet-induced obesity in not only the directly exposed generations (i.e., F1 and F2) but also generations never exposed to the chemical (F3 and F4) [5,6,7]. In our model presented in the current study as well as the preceding report [5], pregnant F0 mice were exposed to a low dose of TBT (below the established no observed adverse effect level, NOAEL) via the drinking water. Thus, our model is uniquely relevant to realistic environmental exposure of humans to this environmental pollutant [23].

Reproducing our prior observations using the C57BL/6 mice [5], our current study showed that exposure of pregnant F0 dams of the OG2 transgenic mice [10] backcrossed to the C57BL/6 genetic background to a low dose of TBT caused diet-induced obesity in F3 generation males. When fed with an HF diet, TBT-F3 males accumulated more body fat than DMSO-F3 males. In contrast, when they were fed with a standard chow, body fat composition of TBT-F3 males was not significantly different from that of DMSO-F3 males (Figure 2b,c) [5]. As in our previous studies, HF diet-induced body fat accumulation was not significantly different between TBT-F3 and DMSO-F3 females (Figure 2b,c) [5]. Many other rodent models of obesity caused by in utero exposure to EDCs (such as F1 male obesity caused by perinatal exposure to Bisphenol A as we previously described [24]) showed increased total body weight as the primary phenotype. In our TBT model, total body weight was not affected by F0 exposure to TBT because body fluid and lean compositions were reduced upon HF diet challenge more greatly in TBT-F3 males than in DMSO-F3 males (Figure 2d–g). This increased body fat accumulation in HF diet-fed TBT-F3 males is reminiscent of human *normal-weight obesity (NWO)*, which is defined as having a normal body mass index but a high fat mass. Although individuals with NWO represent an underdiagnosed and understudied group of patients presenting metabolic disorders, there is growing interest in NWO as their high risk for cardiometabolic morbidity and mortality [12,25,26,27]. Our model may provide unique opportunities to examine mechanisms of diet-dependent development of NWO. The male-specific vulnerability to EDC-induced obesity observed in our current and previous studies [5,6,24] may reflect significantly distinct endocrine mechanisms regulating energy metabolism.

Our preceding studies identified protein-coding genes differentially expressed between TBT- and DMSO-exposed F3 and/or F4 male offspring in white adipose tissue, and GO analysis revealed their significant enrichment in biological function terms relevant to energy metabolism [5,6]. Our current study did not detect any statistically significant, global transcriptomic impact of F0 exposure to TBT on F1 or F3 E18.5 fetal testicular cells (Figure 2) or GO term enrichment for DEGs in the germline cells (Figure 3 and Figure 4). These negative outcomes are not surprising. Even when the F0 exposure to TBT could alter epigenetic mechanisms regulating expression of obesity-relevant genes in adult fat or liver as we previously demonstrated, such epigenetic alterations may not necessarily affect expression of these genes in fetal testes (which may not express these genes at all). Since we did not observe differences in fecundity or sex ratio in offspring of the TBT- and DMSO-exposed F0 mothers, F0 exposure to TBT did not cause drastic changes in testes. Our RNA-seq data confirmed the absence of sizable non-specific damages in viability or development of fetal testicular germline and somatic cells even in the directly exposed fetuses. DEGs in F1 fetal testicular somatic cells showed significant enrichment of GO terms for expression of DNA sequence-specific transcription factors (Figure 4b,c), suggesting a significant impact of the in utero exposure to TBT on development of testicular somatic cells, including Sertoli cells and Leydig cells. The absence of DEGs in fetal testicular somatic cells of F3 males (Figure 4a) supports the notion that TBT affects transcription in directly exposed testicular somatic cells but that such effects may not be transgenerationally sustained in the same types of cells not directly exposed to the chemical. Although we were able to detect an increase in DNA methylation in promoter-associated CGIs in TBT-exposed fetal testicular somatic cells in the F1 generation, such changes were largely undetectable in the F3 generation (Figure 6).

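The F1 and F3 tables share few windows, so that the F1 windows with an FDR under 0.05 were not compared one by one with F3. Among the regions of Table S2, the F3 windows cover 1, at Otop3, with 10 counts in the 5 DMSO libraries together and 22 in the 7 TBT libraries, too few to be tested. For Thap1 the F3 windows hold 1 within 5 kb, from 26156001 to 26156100, with 34 counts in the DMSO and 41 in the TBT libraries. Of 60 splits of the F3 libraries into groups of these sizes, the real one included, 8 had windows with an FDR under 0.05, at most 4 (edgeR's quasi-likelihood test).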

Our preceding studies provided evidence that perinatal exposure to TBT introduced potentially persistent epigenetic changes in the exposed male germline cells [5,7]. Such epigenetic changes were not gene-centric but rather implied relatively large-scale alterations in the global genome structure [5,7]. In this context, our current data demonstrating persistent changes in RNA expression from mERVs are significant (Figure 5). 

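Across loci tested in both generations, the log2 fold changes of F1 and F3 were close to unrelated, with a Pearson correlation of −0.0440 over 74018 loci in P4, −0.0636 over 87371 in P5 and −0.0236 over 87784 in P6 cells. Spearman's correlations were −0.0422, −0.0447 and −0.0279. These are correlations across loci, and loci are not independent replicates. A permutation of the exposure over 100 splits of the F3 libraries gave p = 0.70, 0.90 and 0.68 for a Pearson correlation as large. The sign of the change was the same in both generations for 45%, 49.7% and 48.4% of these loci. In P4 and P5 cells limma's calls could not overlap, since 0 loci passed in F1 P4, F3 P4 and F3 P5 cells. Simulated 4-fold changes with the spread of the F3 P4 and P5 libraries were recovered at 0%. The limma calls therefore say nothing on persistence in germline cells. Of the 3 loci of F1 P6 and the 36 of F3 P6 cells, 0 were shared. By the likelihood ratio test, 0, 5 and 1 loci passed in both generations in P4, P5 and P6 cells. In P5 cells 1 of these was higher and 2 were lower in both generations. From the species enriched in F1 and F3 cells (Fig. 5), the paper concludes that the changes in mERV RNA persist after F0 exposure.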

Expression of endogenous retroviruses in animal cells is suppressed primarily by epigenetic mechanisms involving DNA methylation and subsequent heterochromatin formation. For example, the microrchidia (MORC) family ATPase MORC1 is expressed specifically in fetal male germline cells and plays critical roles in gene silencing and chromatin compaction widely in eukaryotes [28]. Mammalian MORC1 is critical for suppression of transposons (including mERVs) in mouse fetal germline cells [15]. It is intriguing that four out of nine mERVs (RLTR1B, MMERVK10C, MURRS-int, and MMERGLN) whose expression was up-regulated transgenerationally in both F1 and F3 germline and somatic cells by F0 dam exposure to TBT in the current study were previously identified as representative mERVs whose DNA is very strongly demethylated in mouse fetal germline cells lacking MORC1 [15]. 

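The names in this list correspond to RLTR1B-int, MMERVK10C-int, MuRRS-int and MMERGLN-int in the deposited tables. In F3 P5 cells the 4 totals had the same direction, lower in TBT, with 2, 3, 1 and 3 of 5 TBT libraries below every DMSO library. The RLTR1B-int decrease there was smaller without TBT library 5, which held 246520 reads. The F3 P4 changes were −0.57, −0.57, −0.33 and 0.02 on the log2 scale, and MuRRS-int was at 0.07 after rescaling to the same total. F3 P6 cells gave 0.08, −0.06, 0.17 and −0.10. In F1 P5 cells they were higher in TBT, with 5, 4, 1 and 4 of 7 TBT libraries above every DMSO library. In F1 P4 and P6 cells all 4 were higher, but RLTR1B-int and MMERVK10C-int in F1 P4 cells turned to −0.01 and −0.05 after that rescaling. The lowest of these 4 species' unadjusted p in F3 P5 cells was 0.0955 from limma. Their signal in those cells came to 61.4%, 63.5%, 61.1% and 54.9% from loci outside genes.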

The persistent relaxation in the epigenetic suppression of these mERVs in TBT-exposed testicular cells of the F1 and F3 generations supports the notion that TBT exposure may have disrupted the MORC1-dependent epigenetic suppression of mERVs. Such apparently persistent relaxation in the epigenetic suppression of transposons might underlie the transgenerational inheritance of the obesity predisposition. Alternatively, up-regulation of mERVs may not be the direct cause of the transgenerational phenotype but rather a marker reflecting genome-wide alterations in heterochromatin structures or distributions that are not strongly affecting expression of many protein-coding genes in the fetal testicular cells. Expression of some mERVs—including three IAP species IAP_MM_I-int, IAPEY3_I-int, and IAP-d-int—was persistently suppressed, implying possible heterogeneity in the impact of TBT on the genome structure. 

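IAPEY3-int (2321 loci), named here as IAPEY3_I-int, had log2 fold changes of its total of −0.07, 0.17 and 0.43 in F1 P4, P5 and P6 cells and of −0.68, −0.62 and −0.02 in F3 P4, P5 and P6 cells. The first was 0.01 without TBT library 47-3, and the last 0.02 without DMSO library 2. The F1 P6 total was 154 ± 13.4 CPM (SD, n = 5) in the DMSO group and 244 ± 166 CPM (SD, n = 7) in the TBT group, and its log2 fold change was −0.06 without TBT libraries 7 and 8 together, chosen after the values were seen. In F3 P5 cells it was 538 ± 275 CPM (SD, n = 4) and 328 ± 78.5 CPM (SD, n = 5), with 2 of 5 TBT libraries below all DMSO libraries (unadjusted p 0.200 from limma). Its loci were enriched among the lower loci of the likelihood ratio test in 1 population, F3 P5 (7 of 2566, one-sided Fisher's exact test, FDR 0.046), and among its higher loci in F1 P6 cells (2 of 41, FDR 0.00060). Without a filter and against all loci, chosen after the values were seen, it was enriched among the higher loci of F1 P6 cells alone (9 of 489). The IAP1-MM_I-int and IAP-d-int totals were higher in the TBT group in F1 P5 and P6 cells. In F1 P4 cells the first was lower (−0.14) and the second higher (0.16). Both were lower in F3 P4, P5 and P6 cells. The F3 changes were −0.47, −1.20 and −0.15 for IAP1-MM_I-int and −0.60, −1.32 and −0.17 for IAP-d-int. Without TBT library 5 the F3 P5 change of IAP1-MM_I-int was 0.02.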

Further studies will be necessary to elucidate details of the basis of these altered and persistent expression of mERVs after perinatal exposure to TBT.

In summary, our current study reproduced our previous observation that exposure of pregnant F0 dams of the OG2 transgenic mice to TBT caused transgenerationally transmittable predisposition to HF diet-inducible, normal-weight obesity specifically in male offspring. Transcriptomic and DNA methylome analyses did not detect transgenerationally persistent changes in mRNA expression of protein-coding genes or CpG methylation at promoter-associated CGIs in fetal testes. However, we were able to identify transgenerationally persistent changes in RNA expression from several representative mERVs, including species known to be repressed in mouse male germline cells by an epigenetic mechanism involving the chromatin compaction protein MORC1. These observations support a model in which F0 exposure to TBT may leave global epigenetic alterations that can be transmitted over generations in germline cells.

## 4. Materials and Methods

**Animal maintenance and exposure.** The OG2 transgenic mice [B6;CBA-Tg(Pou5f1-EGFP)2Mnn/J], which express EGFP specifically in the germline cells driven by the *Pou5F1* promoter and distal enhancer [10], were purchased from The Jackson Laboratory (strain number 004654) and maintained in the C57BL/6J background. All mice were housed in a temperature-controlled (21–22 °C) barrier room at the Massachusetts General Hospital Center for Comparative Medicine with a 12 h light, 12 h dark cycle. Water and food were provided ad libitum, and animals were treated humanely and with regard for alleviation of suffering. All procedures conducted in this study were approved by the Massachusetts General Hospital Institutional Animal Care and Use Committee. All tissue harvesting was performed with the dissector blinded to which groups the animals belonged.

Exposure and animal breeding were performed as we previously described [5]. Female OG2 mice (25 females per treatment group) were exposed to 50 nM TBT or 0.1% DMSO via drinking water containing 0.5% carboxymethyl cellulose. Exposure started from 7 days prior to mating and continued throughout lactation until 3 weeks after delivery (See Figure 1). Sires were not exposed to TBT or DMSO. Litter size and sex ratio were not affected by exposure to TBT. F1 males and females belonging to the same exposure group (i.e., TBT or DMSO) were mated to obtain F2 animals. Siblings were not mated, and a male was mated with not more than one female belonging to each litter. F2 mice were bred similarly to obtain F3 animals. A subset of pregnant F0 and F2 dams were randomly chosen and subjected to collection of E18.5 F1 and F3 male fetuses.

**Dietary challenge.** F3 mice were fed with a standard chow (Prolab Isopro RMH 3000 5P75; 14.0% calories were provided by fat) until 19 weeks of age. Randomly selected mice were then challenged with a high-fat (HF) diet (Picolab mouse diet 20 5058; 21.6% calories were provided by fat) from weeks 19 until 25. Total body weight was measured before and after the HF diet challenge. Because metabolizable energy amounts of the standard and the HF chows were 3.20 and 3.45 kcal/gram, respectively, the HF chow was not considered as high-energy diet.

**Body composition.** Body composition of F3 mice was determined before and after HDF challenge using a Bruker Minispec nuclear magnetic resonance analyzer (Bruker, Billerica, MA, USA). Animals were placed in a clear, plastic cylinder (50 mm diameter) and kept immobile by gentle insertion of a plunger. The tube was then lowered into the nuclear magnetic resonance instrument for the duration of the scan (less than 2 min).

**Isolation of fetal testicular cells and nucleic acids.** Testes were isolated from E18.5 male fetuses of the F1 and F3 generations by microscopic dissection and digested with 1x trypsin/EDTA to prepare single cell suspensions. Undigested debris was removed from the cell suspensions by passing through 40 μm cell strainers, and cells were subjected to FACS separation of the EGFP-positive germline cells and EGFP-negative somatic cells with GFP and side scatter gates as previously described [10]. Total RNA and genomic DNA (gDNA) were isolated from the FACS-separated germline and somatic cells using AllPrep Micro kit (Qiagen). Integration of total RNA was evaluated using Agilent Tapestation using RNA high sensitivity tapes and confirmed intact (RIN > 8.0).

**RNA-seq transcriptomic analysis.** RNA-seq was performed as we previously described [29]. Briefly, cDNA was synthesized from total RNA using the SMARTer Ultra Low Input RNA Kit for Sequencing (TAKARA Bio, San Jose, CA, USA) with an oligo(dT) primer provided in the kit and subjected to construction of Illumina deep sequencing libraries using the Low Input DNA Library Prep Kit. Libraries were sequenced using an Illumina NextSeq500 deep sequencer with High Output Kit v2 (Illumina) to obtain 75 nt + 75 nt paired-end FASTQ reads, which were subjected to quality control analysis using the fastQC tool (Babraham Institute, Cambridge, UK). After adaptor sequences and low-quality reads (<30) were trimmed off using the Trim Galore! tool, FASTQ reads were aligned to the GRCm38/mm10 mouse reference genome using the STAR aligner software [30] to obtain BAM files.

To evaluate expression of protein-coding mRNA transcripts, aligned reads in the BAM format were assigned to exons of the mm10 gene model and counted using the Bioconductor package Rsubread [31]. The mRNA expression counts were normalized using the negative binominal trimmed mean of M-values (TMM) method implemented by the Bioconductor package edgeR [32]. The normalized counts were subjected to unsupervised hierarchical clustering analysis and visualization using Cluster [33] and Java TreeView [34]. Differentially expressed genes (DEGs) were identified using the generalized linear model likelihood ratio test implemented by edgeR [32] with a criterion of false discovery rate (FDR) < 0.1 and subjected to gene ontology (GO) analysis using the DAVID server [35].

RNA expression from mouse endogenous retroviruses (mERVs) was evaluated using the ERVmap pipeline [20] with modifications as we previously described for quantitative detection of RNA transcripts of chicken endogenous retroviruses [19]. The original ERVmap was developed for quantitative detection of RNA transcripts expressed from a selected subset of human endogenous retroviruses [20]. To evaluate expression of mERVs, we replaced its list of human endogenous retroviruses with mERVs extracted as LTR repetitive sequences from the RepeatMasker file [21,36] of the GRCm38/mm10 mouse reference genome. The mERV counts were normalized using the TMM algorithm [37]. Differentially expressed mERVs were identified using the generalized linear model likelihood ratio test implemented by edgeR [32] with a criterion of FDR < 0.05. mERV species of the differentially expressed mERVs were counted separately for mERVs up- and down-regulated in the F1 or F3 animals that are descendants of the TBT-exposed F0 mothers compared to the descendants of the DMSO-exposure F0 mothers.

**MBD-seq DNA methylome analysis.** MBD-seq was performed as we previously described [5]. Briefly, sonicated gDNA fragments (100–200 bp, 500 ng) were subjected to methylated DNA enrichment using the MethylMiner kit (Life Technologies, Waltham, MA, USA) followed by deep sequencing library construction using the NEBNext Ultra kit (New England Biolabs). A library constructed from similarly sonicated mouse gDNA without methylation enrichment was used as input control. Statistical evaluation of TBT-dependent alterations in gDNA methylome was performed using R/Bioconductor package QSEA [38]. Numbers of the independently generated samples for F1-DMSO, F-TBT, F3-DMSO, and F3-TBT were 3, 4, 5, 7, respectively.

**Statistics.** Statistical significance of difference in averages between the DMSO group and the TBT group was tested independently for each experimental condition (male versus female; standard versus high-fat diet) using two-tailed Student’s *t*-test. Because *F*-tests did not support equal variance of the four groups in each sex (which is a required assumption of ANOVA or Tukey’s test), the *t*-statistic was corrected using the Welch’s formula for heteroscedastic data pairs. Differentially expressed protein-coding mRNAs or mERVs were identified by the generalized linear model likelihood ratio test with multiple comparison correction for calculation of FDR values [32,37]. Statistical evaluation of DMRs identified from the MBD-seq data was performed using the R/Bioconductor package QSEA [38]. Principal Component Analysis of deep sequencing data was performed using the R function prcomp and visualized using the R package rgl.

## Figures and Tables

**Figure 1:**
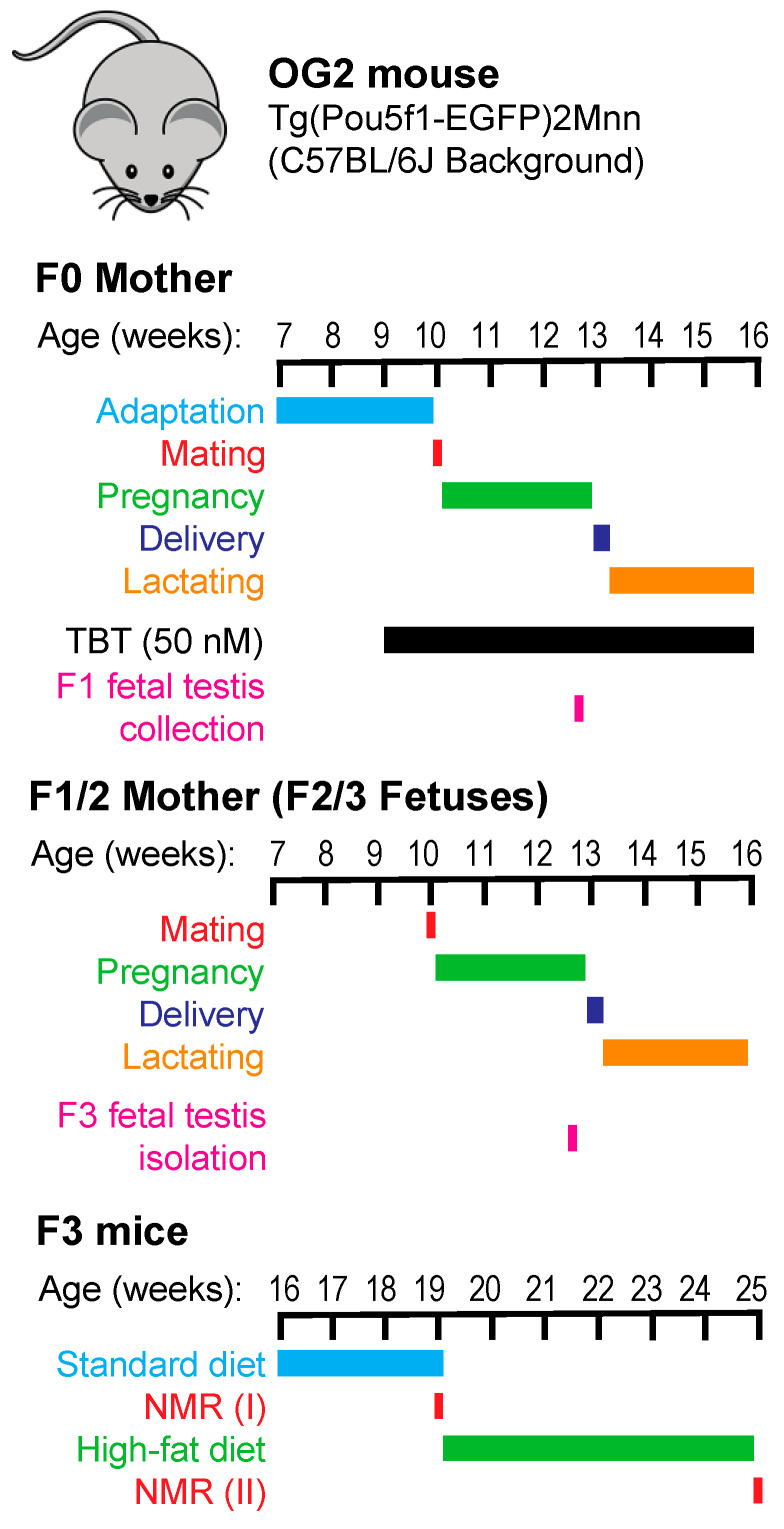
Timelines of breeding, exposure, diet challenge, NMR assessments of body compositions, and collection of fetal gonads.

**Figure 2:**
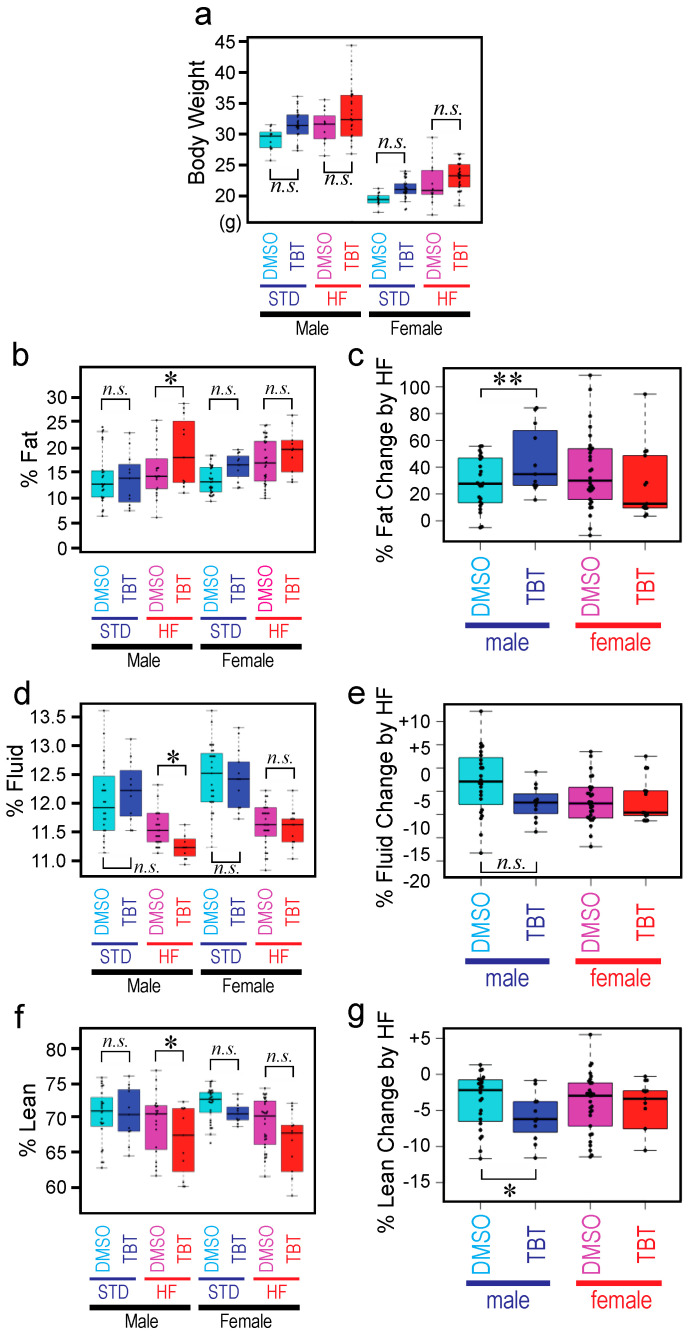
Diet-induced obesity of TBT-exposed F3 mice. F3 offspring of F0 mothers gestationally exposed to TBT or DMSO were fed with a standard (STD) diet until 19-weeks-old and then challenged with a high-fat (HF) diet for 6 weeks. Total body weight or body compositions were measured before and after the HF diet. Each box plot represents the median, 25/75 percentile, and min/max of data (*n* = 11~30). Statistical significance (*t*-test with Welch’s correction for heteroscedastic data pairs) is indicated by *, *p* < 0.05; **, *p* < 0.01, *n.s.,* not significant. (**a**) Total body weight. (**b**–**g**) NMR assessments of fat (**b**,**c**), fluid (**d**,**e**), and lean (**f**,**g**). Panels (**c**,**e**,**f**) show relative changes by HF challenges in fat, fluid, and lean, respectively.

**Figure 3:**
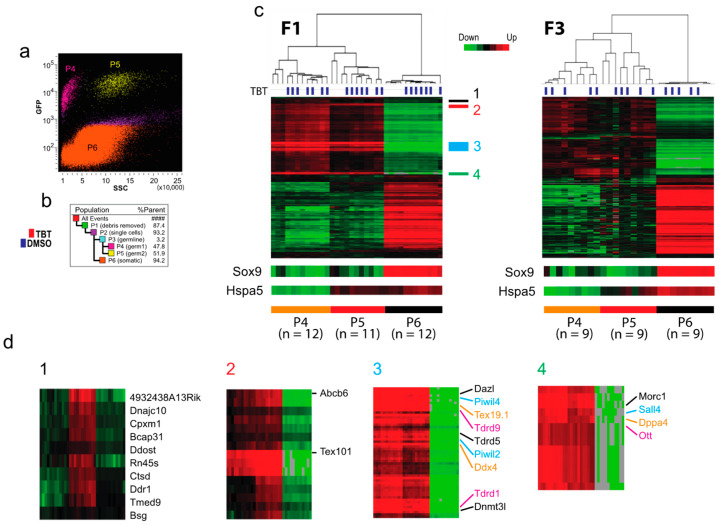
Transcriptomes of F1 and F3 fetal testicular cells. (**a**,**b**) FACS enrichment of EGFP^+^ germline cells (P4 and P5) and EGFP^-^ somatic cells (P6) from E18.5 fetuses. (**a**) Germline and somatic cell populations isolated by FACS with GFP and side scatter (SSC) intensities. (**b**) Relative sizes of cell populations. (**c**,**d**) Heatmap representations of unsupervised hierarchical clustering of transcriptomes determined by RNA-seq for F1 and F3 testicular cells. Transcriptomes of animals whose F0 mother was exposed to TBT are labelled by blue rectangles. The green-red colors indicate down- and up-regulation of genes. Parts of transcriptomes in panel (**c**) are enlarged in panel (**d**).

**Figure 4:**
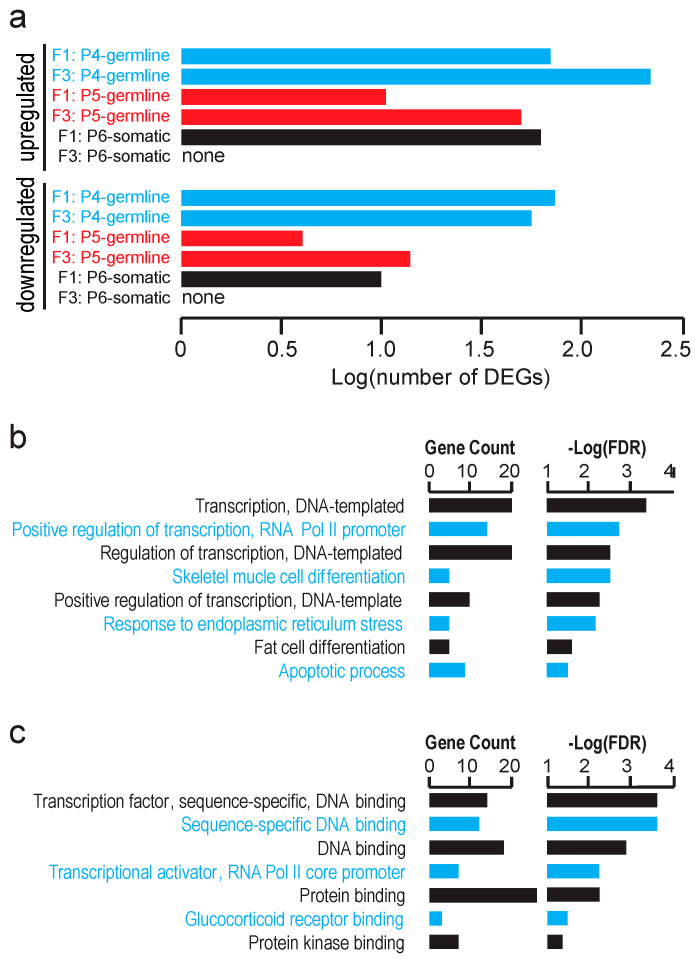
Differentially expressed genes (DEGs) in fetal testes. (**a**) Numbers of genes up- or down-regulated in E18.5 F3 fetal testicular cells of the TBT-exposed lineage compared to the DMSO-exposed control lineage. (**b**,**c**) Gene ontology analysis of DEGs up-regulated by TBT exposure in F1 P6-somatic cells; (**b**) biological pathways, and (**c**) molecular functions.

**Figure 5:**
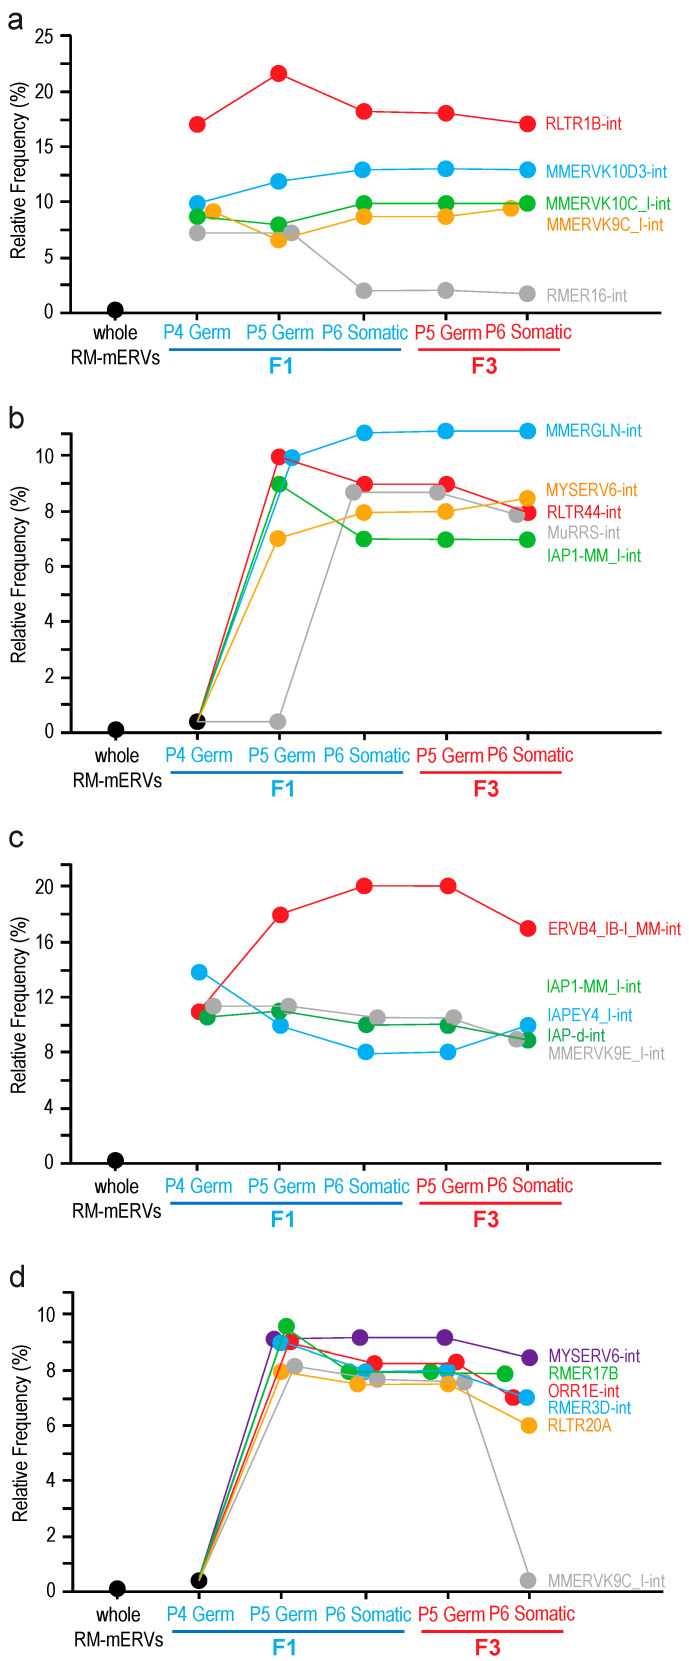
Differentially expressed mERVs. mERVs differentially expressed between E18.5 fetal testicular cells in F1 or F3 offspring of the TBT- and DMSO-exposed F0 mothers. Statistically significant, differentially expressed mERVs (FDR < 0.05) in the FACS-enriched germline or somatic cells were identified. Relative frequencies of mERV species enriched beyond the frequencies expected from random sampling from the whole RepeatMasker (RM) registered mERVs are plotted. (**a**,**b**) mERVs up-regulated in the TBT-group offspring; (**c**,**d**) mERVs down-regulated in the TBT-group offspring. Panels (**a**,**c**) show mERVs whose expression in P4 germline cells was affected by F0 exposure to TBT whereas mERVs shown in panels (**b**,**d**) are not affected.

**Figure 6:**
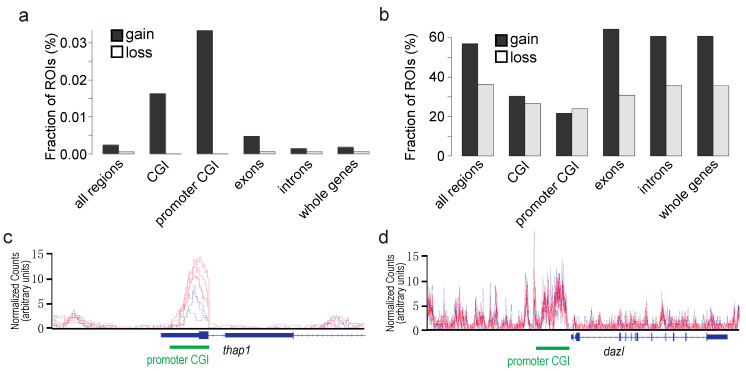
Effects of F0 exposure to TBT on DNA methylation in E18.5 F1 fetal testicular somatic cells determined by MBD-seq. (**a**,**b**) Changes in DNA methylation at representative genomic regions of interest (ROIs) in TBT-F1 somatic cells compared to DMSO-F1 somatic cells; (**a**) changes in differentially methylated regions, (**b**) changes in the whole genome; (**c**,**d**) representative DNA methylation profiles at a differentially methylated (**c**) or not, (**d**) promoter-associated CpG islands. Normalized methylation scores calculated for DMSO-F1 (blue) or TBT-F1 (red) testicular somatic cells isolated from three independent litters of fetuses are shown.

## Data Availability

The deep sequencing data presented in this study are available at Gene Expression Omnibus, reference number GSE191199.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/metabo12020095/s1, Figure S1: Principal Component Analysis (PCA) of RNA-seq and MBD-seq data, Table S1: Differentially Expressed Genes, Table S2: Genes Associated with Differentially Methylated Regions.

# Supplementary material for: Transgenerational Transcriptomic and DNA Methylome Profiling of Mouse Fetal Testicular Germline and Somatic Cells after Exposure of Pregnant Mothers to Tributyltin, a Potent Obesogen
**Source:** Metabolites. 2022 Jan 20;12(2):95. doi: 10.3390/metabo12020095

## Figure S1. Principal Component Analyses (PCA) of RNA-seq and MBD-seq data.

PCA of RNA-seq (**a, b**) and MBD-seq (**c, d**) are presented as 3-D (**a, b**) or 2-D (**c, d**) plots. For RNA-seq, all data from F1 and F3 generations are combined and presented for (**a**) generations and testicular cell types or (**b**) exposure. MBD-seq data of the testicular somatic cells are presented for (**c**) F1 and (**d**) F3 generations.

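In the F1 libraries of the somatic cells, the first principal component held 26.1% of the variance and the second 20.4%. The first set DMSO library 2, the one with the fewest counts, apart from the other 6 libraries, and the second held DMSO library 1 and TBT library 6 at opposite ends. The F3 components held 15.2% and 9.57%, and the second set DMSO library 5 apart from the other 11. Both analyses used log2 CPM of the tested windows with a prior count of 2.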

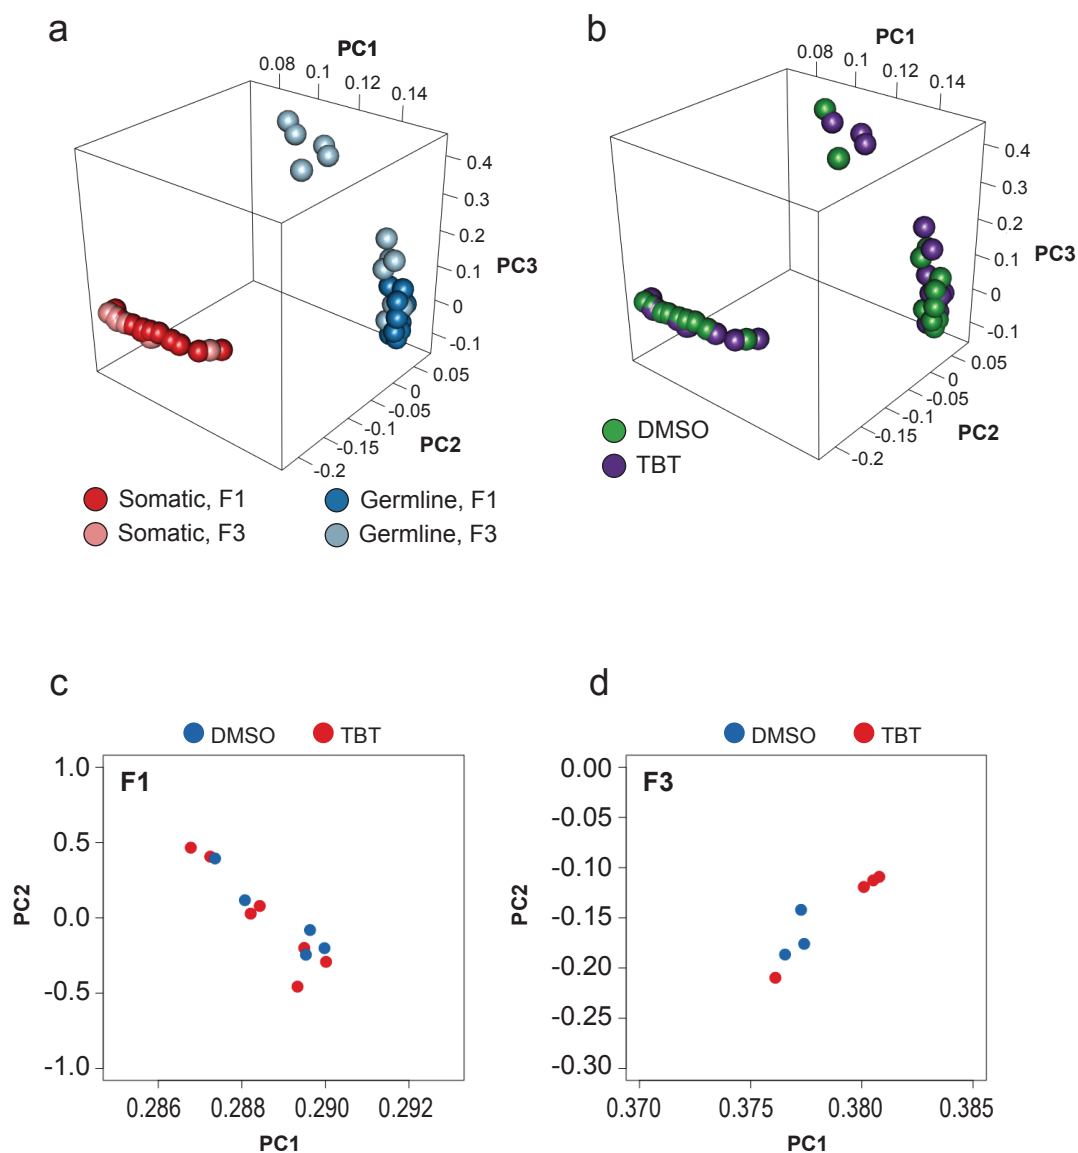

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

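RNA of P4 and P5 germline cells and P6 somatic cells, and methylated DNA of P6 cells, came from E18.5 testes of F1 and F3 mice after exposure of F0 dams to 50 nM TBT or 0.1% DMSO. All 81 labelled libraries were used, and each was taken as 1 replicate. The labels do not state whether libraries of 1 group come from separate litters. For MBD, the paper calls the samples independently generated, and the legend of Fig. 6 names 3 independent litters for F1. For MBD, the spread between libraries of a group is near that of counting alone, with a chi-square per degree of freedom between 0.972 and 1.46, so the counts themselves do not distinguish separate animals from repeated libraries of 1 animal.

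For mERVs, the authors deposited values in CPM, a normalized signal per RepeatMasker LTR locus after TMM scaling, from reads aligned with STAR to GRCm38 and counted with a modified ERVmap. Whole reads were recovered by dividing each library by its smallest value above 0. For MBD, the authors deposited raw counts per 100 bp window, and beside them the other column, the number of CpG sites of the window. The counts carry no normalization for CpG density or input. Genes were taken from GENCODE on GRCm38.

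The mERV values were tested as log2(value + 1 unit) with limma 3.58.1 (trended variance) in R 4.3.3, at loci with a mean of at least 5 units, with an FDR of 0.05 by the Benjamini-Hochberg method. Species totals summed all loci of a species. Enrichment used a one-sided Fisher's exact test. The MBD counts were tested with the quasi-likelihood test of edgeR 4.0.16 after TMM scaling, at windows kept by its filterByExpr function. Alternatives were edgeR's quasi-likelihood and likelihood ratio tests on the recovered reads, DESeq2 1.42.0, pseudocounts of 0.25 and 4 units, no filter, a mean of at least 20, a common total per library, median-ratio scaling, the animal as a block, the first label number as a random effect in F1 P4 and P5 cells, and each library left out in turn. For MBD windows they were total counts, median-ratio scaling, a smooth offset per library on CpG density, no filter, a mean of at least 20, the likelihood ratio test, DESeq2, and each library left out in turn. Chosen after seeing the data were loci outside genes only, the likelihood ratio test without a filter, F3 P4 and P5 cells without the libraries of fewest reads, F1 P6 cells without TBT libraries 7 and 8, windows with a mean of at most 100 counts, and thinned counts. Tables were handled with data.table 1.17.8, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and figures drawn with matplotlib 3.10.9.

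The named features followed 1 rule: each species the paper names; per population the 2 higher and 2 lower loci with the largest change among those past the threshold whose groups do not overlap; the windows of Thap1 and Dazl; and 3 gained and 3 lost windows chosen in the same way. Some outcomes were read differently from what had been written down: the genomic DNA test of F1 P5 cells used the mean density, since the median over all loci outside genes is 0, and the verdicts on gene reads, overlapping loci, full windows, thinning and F3 P6 regions were set after their values were seen.

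The tests were tested on simulated data with 200 changed loci or windows. At a 3-fold change and a coefficient of variation of 0.4, limma recovered 40.5%, 19.0%, 38.5%, 0.5%, 0% and 18.0% of the changed loci in F1 P4, P5, P6 and F3 P4, P5, P6 cells. After this low recovery the settings were changed to a 4-fold change and 0.3, with 93.5%, 83.0%, 91.5%, 50.0%, 19.0% and 82.0%. With the spread of the libraries themselves, a 4-fold change was recovered at 94.0%, 85.5%, 99.0%, 0%, 0% and 94.5%. For MBD windows, simulated with a coefficient of variation of 0.05, which is below the 6.55% of the F3 libraries, 97.5% to 100% were recovered. These were 3-fold and 4-fold changes in windows with a mean of at least 20 counts. Changes as small as the paper's 0.54 on the log2 scale for Pias4 were not simulated, so their recovery is unknown. For the difference between P4 and P5 cells of F1, 4.5% were recovered with the first settings and 51.0% with the second. The precision is therefore lowest in F3 germline cells, where 4 libraries hold between 246520 and 1606422 reads.

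The QSEA analysis with its input library was not repeated, and expression of protein-coding genes, cell sorting and body composition were not analysed here.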

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

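The splits of the libraries in single populations and the splits with the animal as a block were tests chosen only after the result was seen. In 66 groups of libraries tested by Dixon's ratio, 4 libraries stood apart from their group at the 95% level, and chance gives 3.3 (5%), so the number is close to what chance gives. The ERVB4_1B-I_MM-int total of TBT library 47-4 in F1 P4 cells was 360.0 CPM, against 270 to 307 in the other 6 libraries of its group. The RLTR1B-int total of TBT library 5 in F3 P6 cells was 458 CPM, against 499 to 515. In F1 MBD, 136212 windows had a count in TBT library 6, against 143896 to 145459, and this library also had the lowest sum of counts of the TBT group, 887213. No biological explanation was tested for these 3 libraries.

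In F3 P5 cells, 31.1% of the reads of TBT library 5 lay outside genes, against 6.06% to 11.9% in the other 4 libraries of its group. It is the library with the fewest reads, 246520. It is not alone in the population, as DMSO libraries 1 and 2, with 2017404 and 1606422 reads, had 23.5% and 27.9% outside genes and the 2 highest RLTR1B-int totals, 2951 and 2633 CPM. Libraries with few reads may widen the spread in F3 germline cells. Without the 4 libraries that held 246520 to 1606422 reads, 0 loci had an FDR under 0.05 in F3 P4 and P5 cells together (8562 and 3974 at an unadjusted p under 0.05), and since these fits also lose libraries, an effect of few reads and the absence of a TBT effect cannot be told apart. A different mixture of cells in this sort was not tested.

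The TBT effect differed between P4 and P5 cells of F1 at 1 locus, the MURVY-int locus on chromosome 11 from 54035345 to 54040035. Among 100 splits of the animals, the real one included, 7 gave as many loci, so that a result of this size may arise from the grouping of animals alone. P4 and P5 cells of 1 animal correlated over 0.1 in 6 of 11 F1 pairs. With the animal as a block, 6 loci passed, and 2 of the same 100 splits gave as many, which argues against the grouping of animals for that count. The P4 and P5 values were deposited on separate TMM scalings for each library, and a biological difference between the populations stays open.

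An RLTR13C3 locus on chromosome 6 from 124783419 to 124784295, of a species the paper does not discuss, had a mean of 3.89 CPM in the TBT libraries of F1 P5 cells and 0 reads in the 4 DMSO libraries. Genomic DNA in the TBT libraries would spread reads evenly over loci outside genes. The 10 loci past the threshold outside genes held at least 6.36 times the reads per kb of all loci outside genes, with a median of 14.8 times. They had to reach a minimum mean to be tested, which raises these values. The share of reads outside genes was 4.57% to 7.34% in the TBT and 3.83% to 6.17% in the DMSO libraries (exact permutation p = 0.203). These shares overlap, and each of the 10 loci lies well above an even spread. The minimum mean favours such loci in advance, and a small difference in the shares can be missed with 4 against 7 libraries. Neither result therefore decides whether genomic DNA is the source of these 10 loci. More loci were detected in the TBT libraries (mean 245984 against 208730), so genomic DNA in them stays open. Among 100 splits of these libraries, the real one included, 2 gave as many loci with an FDR under 0.05. A strain variant between the animals, and an effect of TBT, stay open as untested.

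An IAPEY4_I-int locus on chromosome 10 from 79413252 to 79416675 had a mean of 2.80 CPM in the TBT libraries of F3 P6 cells and 0 reads in the 4 DMSO libraries. A copy carried by some animals and not by others could give this pattern. The 12 genes with loci past the threshold in F3 P6 cells formed 4 pairs within 1 Mb of each other, against a mean of 0.0642 in random draws of genes (permutation p = 0.0001, one-sided, the smallest that 10000 draws can give). A strain variant in these regions and a change of RNA there cannot be told apart, since the tables hold no sequence of the reads.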

How the results depend on the processing

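The alternatives were set before the data were examined, apart from those named here as chosen after seeing the data, and the splits of the libraries in the single populations were tests chosen only after the result was seen. With edgeR's likelihood ratio test, the number of mERV loci with an FDR under 0.05 was 89, 390 and 43 in F1 P4, P5 and P6 cells and 4, 3199 and 335 in F3 P4, P5 and P6 cells, against 0, 13, 3, 0, 0 and 36 with limma. DESeq2 gave 15, 140, 11, 12 and 101 in F1 P4, P5, P6, F3 P4 and F3 P6 cells, and 0 in F3 P5 cells (3680 at an unadjusted p under 0.05). The quasi-likelihood test gave 4 in F1 P5 and 61 in F3 P6 cells. With no filter, limma gave 998, 20 and 83 in F1 P5, F1 P6 and F3 P6 cells. With a pseudocount of 0.25 units, 4 passed in F1 P5 cells and 0 in F1 P6 cells (3172 at an unadjusted p under 0.05), and with a mean of at least 20 units 3 in F1 P5 cells. The likelihood ratio test without a filter, chosen after seeing the data, gave 575, 1364, 500, 598, 1561 and 296 in the 6 populations. Restricted to loci outside genes, also chosen after seeing the data, 0 passed in F1 P6 cells (52 at an unadjusted p under 0.05) and 1 in F3 P6 cells. Without TBT libraries 7 and 8 together, again chosen afterwards, 0 passed in F1 P6 cells (4743 at an unadjusted p under 0.05). The cause was not tested.

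Over the fits that each left out 1 library, the number of loci ran from 4 (without TBT 47-3) to 59 (without DMSO 48-4) in F1 P5, from 0 (without DMSO 1, with 2990 at an unadjusted p under 0.05) to 14 (without TBT 11) in F1 P6, and from 12 (without TBT 6) to 144 (without DMSO 2) in F3 P6 cells. The number of species totals ran from 0 to 1 in F3 P6 cells (1 without DMSO 2). The number of F1 MBD windows ran from 0 (without DMSO 2, with 2667 at an unadjusted p under 0.05) to 12 (without TBT 6), against 11 with all 7 libraries.

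The enriched combinations of species, population and direction numbered 25 with limma's calls, 93 with those of the likelihood ratio test, and 135 with those of this test without a filter, chosen after seeing the data. For the difference of the TBT effect between P4 and P5 in F1, a pseudocount of 4 units gave 7 loci, a mean of at least 20 units 0 (1407 at an unadjusted p under 0.05), and the replicate block, which pairs the P4 and P5 cells of 1 animal, 6. The F1 P5 variance share between exposures, 12.8% (exact permutation p = 0.0242), was 12.2% (p = 0.0788) with a pseudocount of 4 units and 12.3% (p = 0.136) with a mean of at least 20 units. For F1 MBD windows, no filter gave 0 (6770 at an unadjusted p under 0.05) and DESeq2 0 (568). Of the alternatives chosen after seeing the data, windows with a mean of at most 100 counts gave 6 and thinned counts 1. The F1 MBD variance share of 18.3% was 18.8% in windows with a mean of at least 20 counts (exact permutation p = 0.0286). The cause was not tested.

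The totals of species named in the text turned to the other direction under 64 of 699 alternatives. Rescaling to the same total in each library moved the 19 totals of the paper's list almost alike, by a median of −0.074, −0.033 and −0.027 in F1 P4, P5 and P6 cells and 0.41, 0.13 and 0.0044 in F3 P4, P5 and P6 cells on the log2 scale, so that the totals that turned under it are those closer to 0 than this common shift, and their turning says nothing about single species. They were as follows. F1 P4 cells gave MMERVK10C-int −0.051, MMERVK10D3_I-int −0.051, MMERVK9E_I-int −0.051, ORR1E-int −0.0097, RLTR1B-int −0.012, RMER16-int −0.054, RMER3D-int −0.039. F1 P5 cells gave MYSERV6-int −0.028, RMER3D-int −0.0034. F1 P6 cells gave RLTR44-int −0.012. F3 P4 cells gave ERVB4_1B-I_MM-int 0.21, MMERVK10D3_I-int 0.023, MYSERV6-int 0.022, MuRRS-int 0.074, RLTR44-int 0.088, RMER16-int 0.25, RMER17B 0.082. F3 P5 cells gave ORR1E-int 0.055, RMER16-int 0.074. F3 P6 cells gave RMER17B 0.00027. With only the loci tested singly they were these. The F1 P4 values were IAPEY4_I-int 0.014, RMER17B 0.029. The F1 P5 values were MYSERV6-int −0.023. The F1 P6 values were IAP1-MM_I-int −0.056, MMERVK10C-int −0.014, MMERVK9E_I-int −0.043, RLTR44-int −0.25, RMER16-int −0.091, RMER17B −0.018, RMER3D-int −0.0053. The F3 P6 values were RMER17B 0.0081. With only loci outside genes, chosen after seeing the data, they were these. Among F1 P4 totals, MMERVK10C-int −0.023, MMERVK9C_I-int −0.20, MMERVK9E_I-int −0.039, MYSERV6-int −0.11, ORR1E-int −0.21, RMER16-int −0.12, RMER3D-int −0.45. Among F1 P5 totals, IAPEY4_I-int 0.14, ORR1E-int 0.085, RLTR20A 0.043. Among F1 P6 totals, RLTR20A 2.29. Among F3 P4 totals, ERVB4_1B-I_MM-int 0.041, MMERGLN-int −0.11, MMERVK9E_I-int 0.076, MYSERV6-int 0.50, ORR1E-int 0.12, RLTR13F 1.95, RLTR20A 0.10, RMER16-int 0.22, RMER3D-int 0.22. Among F3 P5 totals, ORR1E-int 0.20, RLTR20A −0.26. Among F3 P6 totals, MMERVK10D3_I-int −0.48, MMERVK9E_I-int 0.13, MYSERV6-int 0.24, RLTR1B-int −0.33, RLTR44-int −0.83, RMER16-int 0.49, RMER3D-int 0.69. Without TBT libraries 7 and 8 together, also chosen after seeing the data, the F1 P6 totals that turned were IAPEY3-int −0.057, RLTR20A 0.038, RLTR44-int −0.26, RMER16-int −0.0017. For the last 3 alternatives the cause was not tested.

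Of 1414 fits without 1 library, 78 turned the direction of a total. The totals concerned ran over the following ranges. Those of F1 P4 cells were IAPEY3-int −0.12 to 0.011, MMERVK10C-int −0.018 to 0.055, MMERVK10D3_I-int −0.030 to 0.095, RLTR1B-int −0.022 to 0.13, RLTR44-int −0.068 to 0.022, RMER16-int −0.0073 to 0.055, RMER17B −0.019 to 0.0091. Those of F1 P5 cells were IAPEY4_I-int −0.077 to 0.041, MYSERV6-int −0.029 to 0.044, ORR1E-int −0.034 to 0.0063. Those of F1 P6 cells were RLTR20A −0.13 to 0.0088, RLTR44-int −0.13 to 0.11. Those of F3 P4 cells were ERVB4_1B-I_MM-int −0.33 to 0.031, MMERGLN-int −0.12 to 0.19. Those of F3 P5 cells were ERVB4_1B-I_MM-int −0.54 to 0.014, IAP1-MM_I-int −1.65 to 0.024, MMERVK9C_I-int −0.43 to 0.083, MYSERV6-int −0.49 to 0.11, ORR1E-int −0.26 to 0.45, ORR1G-int −0.048 to 3.03, RLTR20A −0.19 to 0.63, RMER16-int −0.20 to 0.17, RMER3D-int −0.45 to 0.30. Those of F3 P6 cells were ERVB4_1B-I_MM-int −0.089 to 0.036, IAPEY3-int −0.083 to 0.018, MMERGLN-int −0.19 to 0.025, MMERVK10D3_I-int −0.030 to 0.17, MMERVK9C_I-int −0.0028 to 0.097, MMERVK9E_I-int −0.097 to 0.036, MYSERV6-int −0.030 to 0.0068, RMER16-int −0.028 to 0.022, RMER17B −0.017 to 0.0048, RMER3D-int −0.039 to 0.0047. The cause was not tested.

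Other results changed as follows. Of 48 alternatives for the 6 named loci, 8 no longer passed the threshold and 40 were the same, as were 40 of the 58 fits without 1 library, with 18 no longer passing. Of 35 alternatives for the 5 named F1 windows, 10 no longer passed, and of 35 fits without 1 library, 24 no longer passed. Of 62 alternatives for the number of listed species with a higher total, 16 moved it by more than 1.5 times, and of 124 fits without 1 library, 26. The F3 MBD count remained 0 under each alternative (2469 at an unadjusted p under 0.05 in the comparison as reported). The recovery of simulated 4-fold changes was lowest in F3 P4 and F3 P5 cells, at 50.0% and 19.0% with a coefficient of variation of 0.3 and at 0 of 200 loci each with the spread of these libraries, 1.04 and 1.31, against 94.5% in F3 P6 cells with theirs. With a coefficient of variation of 0.3 it was 82.0% in F3 P6 cells, which have the same numbers of libraries, so the spread alone does not give the low recovery. Each simulation also took the reads per library and per locus from its population, and these were not separated.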

Differences from the paper's values

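The paper's frequencies of RLTR1B-int among up-regulated loci are about 18% in F1 P6 and about 17% in F3 P6 cells in Fig. 5, read by eye, against 0% of the 3 and 0% of the 21 higher loci here. Those of MMERVK10D3_I-int are about 12% in F1 P5, about 13% in F1 P6 and about 13% in F3 P6 cells in Fig. 5, read by eye, against 0% in each. For ERVB4_1B-I_MM-int among down-regulated loci of F3 P6 cells, the paper's value is about 17% in Fig. 5, read by eye, and the value here 0%. None of the alternatives set before the data were examined closed any of these gaps. With the calls of the likelihood ratio test the MMERVK10D3_I-int values were 0.651% in F1 P5 and 2.44% in F1 P6 cells. In F1 P4 and F3 P5 cells no locus passed with limma, and the calls of the likelihood ratio test gave 0% and 0% for RLTR1B-int, against about 17% and about 18%, 0% and 0.158% for MMERVK10D3_I-int, against about 10% and about 13%, and 0% and 0.0779% for ERVB4_1B-I_MM-int, against about 11% and about 20%, all in Fig. 5, read by eye. That test gave 2.41% in F1 P5 and 100% (2 of 2) in F1 P6 cells for ERVB4_1B-I_MM-int, against about 18% and about 20% in Fig. 5, read by eye. For ERVB4_1B-I_MM-int in F1 P6 cells, the likelihood ratio test without a filter, an alternative chosen after seeing the values, gave 18.2% against the paper's about 20% in Fig. 5, read by eye. As a share of the called loci of enriched species only, a scale also chosen after seeing the values, RLTR1B-int made up 18.2% in F1 P5 cells with limma, against about 22% in Fig. 5, read by eye. On that scale, ERVB4_1B-I_MM-int made up 18.2% of the lower loci in F1 P5 cells with the likelihood ratio test, against about 18%, and MMERVK10D3_I-int 14.3% in F1 P4 cells without a filter, against about 10%, both in Fig. 5, read by eye. Most other values on that scale stayed apart from the paper's. RLTR1B-int was at 10.0% in F1 P5 cells with the likelihood ratio test and 6.74% without a filter, against about 22%, and at 0% and 1.34% in F1 P6 cells, against about 18%. ERVB4_1B-I_MM-int was at 100% and 33.3% in F1 P6 cells, against about 20%, and at 0% and 6.85% in F1 P4 cells, against about 11%, and MMERVK10D3_I-int at 4.35% and 2.68% in F1 P6 cells, against about 13%, all in Fig. 5, read by eye.

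In Fig. 6 the paper's share of all windows that gained methylation at an FDR under 0.05 is about 0.0025%, read by eye, against 0.00579% here, and the share that lost it about 0.0006%, against 0.0260%. At an FDR under 0.5 the paper's shares are about 57% and about 36%, read by eye from Fig. 6, against 0.0347% and 0.0521% here. For promoter CpG islands, the paper's shares at an FDR under 0.05 are about 0.033% gained and about 0% lost in Fig. 6, read by eye, against 0% and 0.435%. The last value is 1 of 230 windows. At an FDR under 0.5 they are about 21% and about 24% in Fig. 6, read by eye, against 0% and 0.870% here. As a share of the 30 windows that passed at this FDR, a scale chosen after seeing the values, 40.0% gained, against about 57% in Fig. 6, read by eye. The legend of Fig. 6 gives this panel as the whole genome, and the text gives it as an FDR under 0.5. Without regard to FDR, a scale also chosen after seeing the values, 50.2% of all tested windows gained and 49.8% lost counts, against about 57% and about 36%, and 52.6% and 47.4% of those in promoter CpG islands, against about 21% and about 24%, all in Fig. 6, read by eye. None of the alternatives set before the data were examined closed a gap in these shares. The paper's shares come from QSEA with 500 bp windows and an input library. Those here are of the filtered 100 bp windows, which cover 3 of the 49 regions of Table S2. The 2 sets of shares are therefore not of the same windows, and a gap between them does not contradict the paper's values. In the last Pias4 window, from 81153901 to 81154000, the log2 fold change was 0.058, against the paper's 0.54 in Table S2 for the region of 500 bp that holds it. The other 3 tested windows of this region were at 0.45, 0.67 and 0.34, so that all 4 had the sign of the table.

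The paper places RLTR1B-int first among up-regulated species in both generations. Here its total was lower in TBT in F3 P4 and F3 P5 cells, with log2 fold changes of −0.57 and −0.98. The first was −0.16 after rescaling to the same total, and the second −0.47 without TBT library 5. The median change of all tested loci in F3 P4 cells was −0.69. In F3 P6 cells its total was higher by 0.08, while 0 of its loci passed as higher (8346 loci of any species at an unadjusted p under 0.05). With the likelihood ratio test without a filter and against all loci, chosen after seeing the values, higher loci were enriched for RLTR1B-int and MMERVK10C-int in F1 P5 and P6 cells and for MMERVK10D3_I-int in F1 P4, P5 and P6 cells. The paper places ERVB4_1B-I_MM-int first among down-regulated species, and here 0 of the 15 lower loci of F3 P6 cells were of it. The paper places MMERVK9C_I-int also among down-regulated species of F1 P6 cells, where the total here was higher in TBT by 0.30 on the log2 scale (0.10 without TBT libraries 7 and 8 together, chosen after seeing the values). The paper describes gains of methylation at promoter CpG islands of F1 somatic cells, and here the 1 such window with an FDR under 0.05 lost counts. For MBD-seq, the paper draws about 12 points for F1 and about 7 for F3 in Fig. S1, read by eye, against 7 F1 and 12 F3 libraries here, as in its methods.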

Other observations

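The splits of the libraries in single populations, the slopes of the fullest windows, the germ cell and sequencing depth tests of F1 P6 libraries, the splits with the animal as a block, and the regions of F3 P6 cells were tests chosen only after the result was seen.

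The numbers of splits here include the real one. With limma, as many loci had an FDR under 0.05 in 100 of 100 splits of the libraries of F1 P4, F3 P4 and F3 P5 cells (where the real number is 0, with 6496, 1424 and 1066 at an unadjusted p under 0.05), in 2 of 100 in F1 P5, 6 of 100 in F1 P6 and 2 of 100 in F3 P6 cells. For species totals, whose real number is 0, it was 100 of 100 in each population. Some other splits gave many more loci than the real one, up to 1836 in F1 P4, 15884 in F3 P4 and 33201 in F3 P5 cells. With the likelihood ratio test, 4, 2 and 2 of 25 splits gave as many loci in F1 P4, P5 and P6 cells. In F3 P4, P5 and P6 cells it was 14, 6 and 1 of 25, where the highest other split of F3 P6 cells gave 146 against 335. Elsewhere the highest other split exceeded the real number, with 177 against 89 in F1 P4, 860 against 390 in F1 P5 and 51 against 43 in F1 P6 cells. It gave 987 against 4 in F3 P4 and 3964 against 3199 in F3 P5 cells. For the difference between P4 and P5 cells, the number was 7 of 100 splits of the animals in F1 and 100 of 100 in F3 (1364 at an unadjusted p under 0.05), and with the animal as a block 2 of 100 in F1 and 100 of 100 in F3 (6293 at an unadjusted p under 0.05). For the correlation between F1 and F3 effects, it was 70, 90 and 68 of 100 in P4, P5 and P6 cells. For MBD, 1 of 35 splits, the real one, gave as many windows in F1, where the highest other split gave 10 against 11, and 60 of 60 in F3, where the real number is 0 (2469 at an unadjusted p under 0.05).

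The first number of the F1 germline labels takes the values 43, 44 and 48 in DMSO and 45 and 47 in TBT libraries, so that it is nested in the exposure. Across loci, libraries that share this number resembled each other little, with a consensus correlation of −0.017 in F1 P4 and 0.032 in F1 P5 cells, under the limit of 0.1. A single species total may still differ between these numbers. Of the 3 other splits that keep these numbers whole, the one with most gave 38 loci in F1 P4 cells, where the exposure gave 0, and 0 in F1 P5 cells, where the exposure gave 13. In F1 P4 cells any split gives at least 0 loci, so this comparison decides nothing there. What the number stands for is not stated.

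Many neighbouring loci carried identical counts in each library. If reads whose alignment skips an intron were counted at each locus inside that intron, identical neighbours would be frequent within an intron stretch and rare across an exon. Of neighbours 1 to 5 kb apart, 49.5% were identical within 1 intron stretch and 4.41% with an exon between them. Overlapping or duplicated loci explain few of them, since 13.0% of identical neighbours overlap or touch, although the limit applied to this share was set after it was seen. A candidate explanation is that many reads at intronic loci are spliced reads of the surrounding gene.

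If loci past the threshold inside genes carry reads of the surrounding gene rather than of the retrovirus, other loci of these genes should change alike. Of 244 other tested loci, 230 (94.3%) changed in the direction of the called loci, but 118 of them lie in Lama2 alone. By gene, 7 of the 9 genes with at least 3 other loci had a median in that direction, and Dnah2 and Mro did not. The median over genes of the change of these other loci was 0.196 times that of the called loci. Reads of the gene and of the retrovirus cannot be told apart, since the called loci were chosen for their large change.

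TBT libraries 7 and 8 of F1 P6 cells detected 218174 and 220920 loci, against 127083 to 157591 in the other 10 libraries, and 6.79% and 6.95% of their reads lay outside genes, against 0.999% to 1.82%. Genomic DNA in the sequenced material may account for this: at loci without a read in the other 10 libraries, the reads per megabase on chromosome X were 0.509 times those on the autosomes, near the 0.5 of male DNA. Germ cells in the sorted cells are argued against. The 200 loci highest in germ cells held 29.9 and 39.0 CPM in these 2 libraries, a mean of 0.0867% of their level in the F1 germline libraries, which themselves had 1.83% to 7.34% of their reads outside genes. This is 0.437 times the mean of the other TBT libraries, and 0.744 times without TBT library 9 (209 CPM). Deeper sequencing is as well, since the lower of the 2 libraries ranked 11 of 12 by reads.

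The F1 MBD windows past the threshold were mostly losses, in windows with many counts. If counts in the fullest windows do not grow with library size, the slope of log2 counts on log2 library total would be low there. Over the 4 TBT libraries it was 0.191 in the 1 window with a mean above 300 counts, 0.751 in the 9 windows that lost counts, and 0.885 in windows with a mean of 20 to 50 counts. After thinning to the smallest library total, to remove a difference in library size between the groups, 1 of the 9 losses passed, while their median log2 fold change was −0.72 before and −0.74 after. A saturation of full windows and a loss of methylation cannot be told apart, as 1 window lies above 300 counts, and for library size thinning also removes precision.

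The variance share between TBT and DMSO mERV libraries was 10.3% (exact permutation p = 0.136) in F1 P4, 8.52% (p = 0.587) in F1 P6, 11.8% (p = 0.437) in F3 P4, 7.56% (p = 0.762) in F3 P5 and 15.0% (p = 0.00794) in F3 P6 cells. Adjusted over the 6 populations, the p was 0.0476 in F3 P6 and 0.0727 in F1 P5 cells. The number of loci with a read was 208730 ± 16835 (SD, n = 4) in DMSO and 245984 ± 21012 (SD, n = 7) in TBT libraries of F1 P5 cells (exact permutation p = 0.0182, FDR 0.164), and 148409 ± 856 (SD, n = 4) and 156953 ± 5107 (SD, n = 5) in F3 P6 cells (exact permutation p = 0.0159, FDR 0.164).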
